# A systematic evaluation of miRNA:mRNA interactions involved in the migration and invasion of breast cancer cells

**DOI:** 10.1186/1479-5876-11-57

**Published:** 2013-03-05

**Authors:** Daya Luo, James M Wilson, Nikki Harvel, Jimei Liu, Lirong Pei, Shuang Huang, LesleyAnn Hawthorn, Huidong Shi

**Keywords:** Breast cancer, MicroRNA target genes, Migration, Invasion

## Abstract

In this study we performed a systematic evaluation of functional miRNA-mRNA interactions associated with the invasiveness of breast cancer cells using a combination of integrated miRNA and mRNA expression profiling, bioinformatics prediction, and functional assays. Analysis of the miRNA expression identified 11 miRNAs that were differentially expressed, including 7 down-regulated (miR-200c, miR-205, miR-203, miR-141, miR-34a, miR-183, and miR-375) and 4 up-regulated miRNAs (miR-146a, miR-138, miR-125b1 and miR-100), in invasive cell lines when compared to normal and less invasive cell lines. Transfection of miR-200c, miR-205, and miR-375 mimics into MDA-MB-231 cells led to the inhibition of *in vitro* cell migration and invasion. The integrated analysis of miRNA and mRNA expression identified 35 known and novel target genes of miR-200c, miR-205, and mir-375, including *CFL2*, *LAMC1*, *TIMP2*, *ZEB1*, *CDH11*, *PRKCA*, *PTPRJ*, *PTPRM*, *LDHB*, and *SEC23A*. Surprisingly, the majority of these genes (27 genes) were target genes of miR-200c, suggesting that miR-200c plays a pivotal role in regulating the invasiveness of breast cancer cells. We characterized one of the target genes of miR-200c, *CFL2*, and demonstrated that *CFL2* is overexpressed in aggressive breast cancer cell lines and can be significantly down-regulated by exogenous miR-200c. Tissue microarray analysis further revealed that CFL2 expression in primary breast cancer tissue correlated with tumor grade. The results obtained from this study may improve our understanding of the role of these candidate miRNAs and their target genes in relation to breast cancer invasiveness and ultimately lead to the identification of novel biomarkers associated with prognosis.

## Introduction

MicroRNAs (miRNAs) are a class of small non-coding RNA molecules 19-24 nucleotides in length that suppress gene expression post-transcriptionally by base-pairing with the 3^′^-untranslated regions (3^′^-UTRs) of target mRNA [1]. Recent studies have shown that miRNAs are involved in multiple processes of cancer progression including cancer cell proliferation and metastasis [2]. Large scale profiling approaches have revealed that miRNAs are globally down-regulated in breast cancer [3]. The same study identified a set of miRNAs as being differentially expressed in breast tumors and showed that the miRNA profile could be used to distinguish between breast cancer and normal breast tissue [3]. Studies have also revealed the correlation between down-regulation of certain miRNAs and clinicopathological features such as ER/PR positivity, tumor size, lymph node status, and metastasis status [3,4]. It was reported that the level of miR-31 was down-regulated [5], while the level of miR-10b was up-regulated in metastatic breast tumors [6]. With an experimental murine model, two reports have shown that tumors can be effectively suppressed by either silencing pro-cancer miRNA (miR-10b) [7] or expressing anti-cancer miRNA (miR-26a) [8]. Taken together, these findings clearly demonstrate that miRNAs play a critical role in breast cancer development and progression.

Metastasis is the main cause of breast cancer mortality and involves multiple complicated processes [9,10]. The ability of mammary tumor cells to invade and destroy neighboring tissues and organs, as well as migrate to other parts of the body, is crucial to the metastatic process [9,10]. It has been increasingly recognized that miRNAs regulate cell migration and invasion and play an important role in the invasiveness of breast cancer cells [11,12]; however, a systematic investigation of how miRNAs affect the invasive behavior of breast cancer cell lines has not been conducted. In this study, we performed an integrated analysis of miRNA and mRNA expression profiles in 12 breast cancer cell lines and identified a group of miRNA that are differentially expressed in invasive breast cancer cell lines when compared to less-invasive cell lines. We identified 35 functional target genes of three significantly down-regulated miRNAs in invasive cell lines, namely miR-200c, miR-205, and miR-375. Extensive validation studies were performed to confirm the functional interaction of the three miRNAs and their target genes. Finally, we characterized one of the target genes of miR-200c, *CFL2*, and demonstrated that *CFL2* is overexpressed in invasive breast cancer cell lines and regulated by miR-200c. Tissue microarray analysis (TMA) further demonstrated that CFL2 expression in primary breast cancer tissue was positively correlated with tumor grades.

## Materials and methods

### Tissue culture and RNA isolation

Breast cancer cell lines BT474, MDA-MB-468, T47D, ZR-75-1, MCF7, SK-BR3, MDA-MB-231, HS578T, BT549, SUM159, and HeLa cell line were cultured in DMEM media supplemented with 10% fetal bovine serum (FBS). Immortalized breast epithelium cell lines MCF10A and MCF12A were cultured in DMEM/F12 supplemented with 5% horse serum, 20 ng/mL EGF, 10 μg/mL insulin, 100 ng/ml cholera toxin, and 500 ng/ml hydrocortisone (all from Sigma Aldrich, St Louis, MO). Total RNA was extracted using the QIAzol™ Lysis reagent (Qiagen, Valencia, CA). Small molecular weight RNA was extracted using the mirVana™ miRNA Isolation Kit (Invitrogen, Carlsbad, CA) per manufacturer’s protocol.

### Transfection

miR-200c, miR-205, miR-375 mimic or scrambled negative control (Ambion, Austin, TX) at a concentration of 50 nM were incubated with Lipofectamine 2000 (Invitrogen) in culture medium before addition to cells according to the manufacturer's protocol. *CFL2* siRNA and scramble control siRNA were purchased from Dharmacon (Lafayette CO.) and used at a concentration of 30 nM as described above.

### microRNA expression profiling

The GeneChip miRNA 1.0 array (Affymetrix, Santa Clara, CA) was used for the miRNA expression profiling in breast cancer cell lines. One μg of small RNA from each sample was labeled with biotin using the FlashTag Biotin RNA Labeling Kit (Genisphere, Hatfield, PA). Array hybridization, washing, and scanning of the slides were carried out according to Affymetrix's recommendations. Data was extracted from the images, quantile-normalized, summarized (median polish), and log_2_-transformed with the miRNA QC software from Affymetrix. Partek Genomic Suites (Partek, St. Louis, MO) was used to analyze the array results, and TargetScan6.2 ( http://www.targetscan.org/) was used to predict miRNA-mRNA pairs. All microarray data has been submitted to NCBI Gene Expression Omnibus ( http://ncbi.nlm.nih.gov/geo/) under accession number GSE40059.

### mRNA expression profiling

The GeneChip® Human Genome U133 Plus 2.0 Array (Affymetrix) was used for the mRNA expression profiling in 12 breast cancer cell lines. Biotinylated cRNA was synthesized from total RNA using the Affymetrix 3^′^ IVT Express Kit according to manufacturer’s protocols. The GeneChip® Human Gene 1.0 ST Array (Affymetrix) was used for the mRNA expression analysis in the miRNA mimic transfected MDA-MB-231 cells. The cRNA was synthesized using Ambion WT Expression Kit and labeled using Affymetix GeneChip WT Terminal Labeling Kit. Array hybridization, washing, and scanning of the slides were carried out according to Affymetrix's protocols. The gene expression data was analyzed using Partek Genomic Suites 6.5. The Ingenuity Pathway analysis (IPA) was used to identify functional groups and molecular networks from the microarray data sets generated in the miRNA mimic transfected MDA-MB-231 cells.

### qRT-PCR analysis of miRNA expression

One μg of small RNA was used for reverse transcription with the RT^2^ miRNA First Strand Kit (SA Biosciences, Frederick, MD). Quantitative RT-PCR was carried out using a Light Cycler 480 II instrument (Roche, Indianapolis, IN). The PCR primers for U6, miR-200c, miR-205, miR-375, and miR-146a were purchased from SABiosciences. RT^2^ SYBR Green Master Mixes (SA Biosciences) were used in the real time PCR reaction according to the manufacturer’s suggested protocols. The relative gene expression was calculated using the equation 2^-ΔCt^, where ΔCt = Ct (miRNA) − Ct (U6).

### qRT-PCR analysis of mRNA expression

Two μg of the total RNA was reverse-transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). All PCR reactions were carried out as described above. The primer sequences used for RT-PCR can be found in Additional file 1: Table S1. Each sample was run in duplicate. Fold change in gene expression was calculated using ΔΔCt method.

### Transwell migration and invasion assay

miRNA mimic or siRNA treated and control cells were starved in serum-free medium for 2 hours, detached, and then re-suspended in medium with 2.5% fetal bovine serum at a density of 4 × 10^5^ cells/mL. For the migration assay, 500 μL of the cell suspension was added to the upper chamber of the transwell inserts (BD Biosciences, Sparks, MD). 750 μL of medium containing 10% fetal bovine serum was added into the bottom of a 24 well plate to act as a chemoattractant. After an 8-hour migration period, non-migratory cells in the upper chamber were removed with cotton swabs, and the cells on the lower surface of the inserts were fixed and stained using DIFF-QUICK (IMEB Inc, San Marcos, CA). The number of migratory cells was calculated by counting five different fields under a phase-contrast microscope in three independent inserts. Invasion assays were done in a similar manner as the migration assays described above, except that the inserts were pre-coated with Matrigel (BD Biosciences). The cells were allowed to invade for 24 hours before proceeding with fixation and staining.

### Luciferase reporter assay

The 3^′^-UTR of *CDH11*, *CFL2*, *SEC23A*, *ZEB-1*, *PTPRM*, and *LDHB* were generated by PCR using DNA isolated from HeLa cells. The PCR fragments were subcloned into the pmirGLO dual-luciferase reporter vector (Promega, Madison, WI, USA). The primers used for 3^′^-UTR amplification can be found in Additional file 2: Table S2. The reporter gene constructs were cotransfected into HeLa cells containing a miR mimic control or miR-200c/205/375 mimic for 48 hours. The dual luciferase system (Promega) was used to measure luciferase activity per manufacturer’s protocol. Normalized firefly luciferase activity (firefly luciferase activity/Renilla luciferase activity) was used to compare each respective sample to the control. For each transfection, luciferase activity was averaged from three replicates.

### F-actin staining

Cells were fixed in 3.7% formaldehyde solution and extracted with a solution of 0.1% Triton X-100 in PBS for 5 minutes. The cells were then washed three times with PBS and stained using a rhodamine phalloidin (Invitrogen) solution for 20 minutes at room temperature. The cells were washed three times with PBS and mounted in a Mounting Medium for Fluorescence (Vector Laboratories, Inc. Burlingame, CA).

### Immunohistochemistry

CFL2 levels in breast tumors and normal breast tissues were evaluated by IHC using anti-CFL2 polyclonal antibody (1:250 dilution, sc-32160, Santa Cruz Biotechnology, Santa Cruz, CA) on commercial tissue arrays (Shanghai Outdo Biotech Co., Shanghai) as previously described [13]. The array contained 5 normal breast tissues and 211 breast tumor specimens. Staining intensity of each sample was given a modified histochemical score (MH-score) that considers both the intensity and the percentage of cells stained at each intensity [14]. The intensity of each grade is the average of MH-score of all samples in that grade. Clinicopathological data of the 211 tumors used in TMA is provided in Additional file 3: Table S3.

### Statistical analysis

Each experiment was repeated at least in triplicate. Numerical data are presented as mean ± s.d. Student’s *t*-test was used to analyze the differences between two samples; differences were considered statistically significant at p < 0.05. One-way ANOVA was performed in SPSS 17.0 (SPSS Inc. Chicago, IL) to analyze the association of CFL2 and tumor grades.

## Results

### Differential miRNA expression between invasive and less-invasive breast cancer cell lines

We first performed miRNA expression profiling of 847 known human miRNAs in 6 less-invasive breast cancer cell lines (BT474, MDA-MB-468, T47D, ZR-75-1, MCF7, SK-BR3), 4 invasive cell lines (MDA-MB-231, HS578T, BT549, SUM159), and two non-tumorigenic breast epithelial cell lines (MCF10A and MCF12A). One-way ANOVA analysis was used to identify differentially expressed miRNAs between each group of cell lines. Using stringent criteria (p < 0.01 and fold-change >2), 19 of the 847 miRNA genes were found to be differentially expressed with statistical significance between the two groups of cell lines (Figure 1A). 11 of the 19 miRNAs have an average fold-change above 10 between the invasive and less-invasive groups. Among the 11 most differentially expressed miRNAs, miR-141, miR-183, miR-200c, miR-205, miR-203, miR-34a, and miR-375 were down-regulated in invasive cell lines when compared to the normal and less invasive lines; conversely, miR-100, miR-125b1, miR-138, and miR-146a were found to be up-regulated (Figure 1A). Supervised cluster analysis using the miRNA expression values demonstrated that the three groups of breast cancer cell lines can be clearly separated by the expression profiles of the 11 miRNAs (Figure 1B). Quantitative RT-PCR (qRT-PCR) analysis of individual miRNAs confirmed that miR-200c, miR-205, miR-375, and miR-146a were indeed differentially expressed between the two groups of breast cancer cell lines (Figure 1C). In particular, miR-200c, miR-205, and miR-375 were found to be down-regulated more than 100 fold on average.

**Figure 1:**
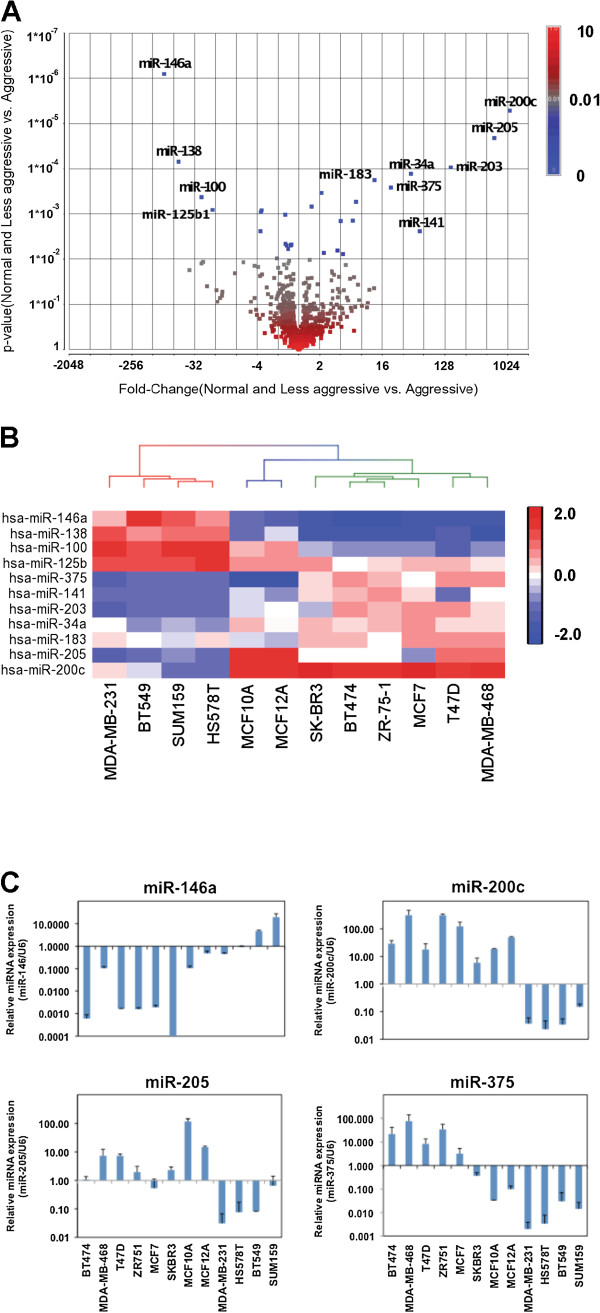
**Differential miRNA expression in 12 breast cancer cell lines.** (**A**) A volcano plot shows that 19 out of 847 miRNAs were differentially expressed (p < 0.01 and fold-change >2). 11 miRNAs (labeled) have an average fold-change above 10 between aggressive and less-aggressive groups. (**B**) Heatmap representing the expression values of 11 miRNAs that are differentially expressed between aggressive and less aggressive groups. (**C**) qRT-PCR confirmation of the miRNA array results for miR-200c, miR-205, miR-375, and miR-146a in the 12 breast cell lines.

### Transient transfection of miR-200c, -205, and -375 inhibits cell migration and invasion

Because miR-200c, miR-205, and miR-375 have been previously reported to affect cell migration or invasion [15,16], and were all found to be down-regulated in the invasive cell lines, we investigated the effects of transient transfection of these three miRNAs on breast cancer cell migration and invasion. As shown in Figure 2, transfection of miR-200c into the invasive breast cancer cell line MDA-MB-231 had the greatest impact on both cell migration and invasion, both of which decreased by approximately 50%. Transfection of miR-205 into the MDA-MB-231 cells was less effective than miR-200c, but cell migration and invasion were still reduced by about 20%. miR-375 was found to play the opposite role in regulating migration and invasion in MDA-MB-231 cells as the migration and invasion changed in the opposite direction (Figures 2C-D). The results from these experiments confirmed that these three miRNAs were capable of regulating cell migration and invasion and therefore ultimately affect the invasiveness of breast cancer cells.

**Figure 2:**
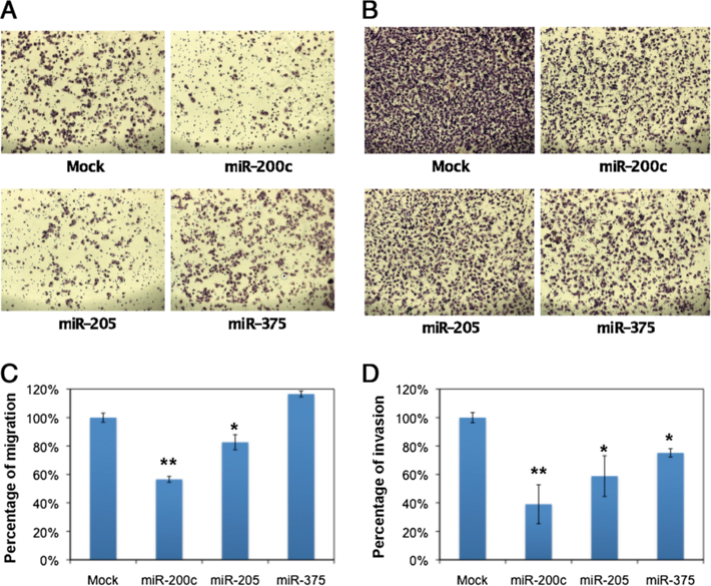
**Migration and invasion assays for miR-200c, miR-205, miR-375 mimic transduced MDA-MB-231 cells.** (**A**) Migration assay for miRNA-transduced MDA-MB-231 cells (100×). (**B**) Invasion assay for miRNA-transduced MDA-MB-231 cells (100×). (**C**) Bar graph representing the percentage of reduction in cell migration after the respective miRNA transfection. (**D**) Bar graph representing the percentage of reduction in cell invasion after the respective miRNA transfection. *: Student’s *T*-test, p < 0.05; **: Student’s *T*-test <0.01.

### Differential mRNA expression between invasive and less-invasive breast cancer cell lines

We performed gene expression microarray analysis using the same set of breast cancer cell lines with the aim of identifying differentially expressed genes that might be target gene candidates for the differentially expressed miRNA. The Affymetrix GeneChip analysis showed that 2412 genes were differentially expressed (p <0.05 and fold-change >1.5) between normal and less-invasive cell lines vs. invasive cell lines (Figure 3A). Among the 2412 genes, 1291 genes were up-regulated and 1121 genes were down-regulated in invasive breast cancer cell lines as compared to normal and less invasive cell lines. The lists of up and down-regulated genes are provided in Additional file 4: Table S4 and Additional file 5: Table S5. We compared the lists of up or down regulated genes in the invasive cell lines with the lists of the predicted targeted genes of the above-mentioned 11 miRNAs, respectively. The numbers of predicted miRNA target genes that were differentially expressed were quite variable (Figure 3B). The predicted target genes of miR-200c, miR203, miR125b, and miR-141 were the most abundant, while those of miR-100, miR-146a, and miR-375 were the least abundant among the up or down-regulated genes in invasive cell line. However, the observed difference was mainly due to the difference in the number of predicted target genes for each miRNA. For instance, TargetScan 6.2 predicted 1057 target genes for miR-200c, but only 56 target genes for miR-100. When we compared the percentage of the predicted miRNA target genes that were up or down regulated in invasive cell lines, the differences became smaller; only 15%-23% of the predicted target genes of each miRNA were differentially expressed between less-invasive cell lines vs. invasive cell lines (Figure 3C). Since the function of miRNA is to repress gene expression, we expected to see a negative correlation between the expression of miRNAs and the expression of their target genes. This seems to be true for miR-200c, miR-205, and miR-141 (all down-regulated in invasive cell lines) as twice as many predicted target genes were up-regulated in invasive cell lines than were down-regulated. However, we did not observe an obvious negative correlation in the other miRNAs; in particular, we did not see the negative correlation in the miRNAs that were up-regulated in invasive cell lines such as miR-100, miR-138, and miR-146a. We randomly selected 9 candidate genes with variable fold change values and performed qRT-PCR analysis. qRT-PCR analysis confirmed the gene expression array results for all 7 miRNA target genes including *ZEB1*, *CFL2*, *ACSL4*, *CDH11*, *CSF1*, *FYN*, and *SHOX2* (Figure 3D). *Vimentin*, one of the most differentially expressed genes, was used as the control. *ERBB3*, which is a predicted target of miR-205, was shown to be down-regulated in invasive cell lines as determined by array analysis. The qRT-PCR results also confirmed the results.

**Figure 3:**
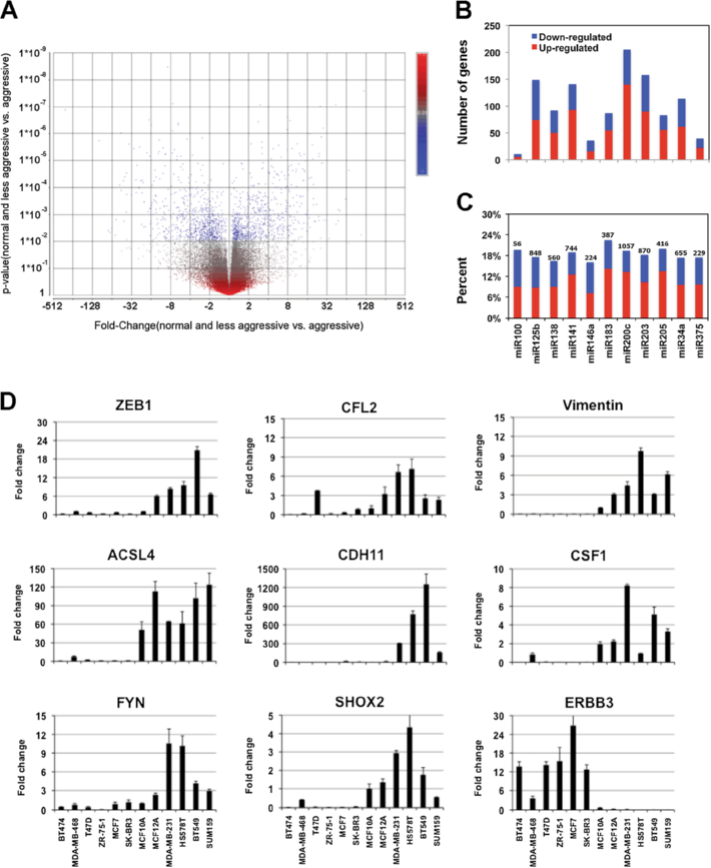
**Differential gene expression in 12 breast cancer cell lines.** (**A**) A volcano plot shows that 2412 genes were differentially expressed (p < 0.05 and fold-change >1.5) between normal and less aggressive cell lines vs. aggressive cell lines. (**B**) The number of predicted miRNA target genes that were up or down-regulated in aggressive breast cancer cell lines. (**C**) The percentage of predicted miRNA target genes that were up and down-regulated in aggressive breast cancer cell lines. The number above each bar represents the number of predicted target genes of each miRNA by TargetScan 6.2. (**D**) Confirmation of 9 miRNA target genes using qRT-PCR in 12 breast cancer cell lines. Fold change was calculated using ΔΔCt method. MCF10A was used as the control and therefore the fold change for MCF10A is 1 in all plots.

### Exogenous miR-200c, miR-205, and miR-375 mimics cause significant gene expression changes

In order to identify the potential direct targets of miR-200c, miR-205, and miR-375, each miRNA was individually transfected into the MDA-MB-231 cell line. 

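Cultures of MDA-MB-231, an invasive breast cancer cell line with mesenchymal features, were measured under 4 conditions on 4 arrays, 1 per condition: cells transfected with a miR-200c, miR-205 or miR-375 mimic and control cells. A mimic is a synthetic double-stranded RNA that acts as the mature miRNA. The Methods give 50 nM of mimic or of a scrambled negative control. Figure 4A and 1 label of the control array call it a miRNA control (miR-Ctrl), while another label of the same array calls it a mock control. Each array gives 33297 probe sets as log2 values that the authors had normalized and deposited, and the Methods name Partek for the analysis. The normalization method is not given in the sources used here, and the values run from 1.61 to 14.03 with medians of 6.00 for the control, 5.99 for miR-200c, 6.03 for miR-205 and 5.99 for miR-375. Of the probe sets, 19193 name exactly 1 gene, 1477 name several genes and 12627 are unnamed here. The 19193 cover 18162 genes, and for the 758 genes with several probe sets the one with the highest mean over the 4 arrays was used. The quantity reported is the log2 value with a mimic minus that of the control, and a gene is called lower or higher when it passes the 1.4-fold threshold of the study, a log2 difference of 0.49. With 1 array per condition no difference has a replicate check, no p-value is given, and the number of arrays limits the precision. All 3 comparisons use the same control array. A gene is called dim when its mean level over the arrays compared is under the median of all probe sets on them, and genes named for the size of their difference reached that median on at least 1 of the 2 arrays. A gene list is described by its median and by the percentile of that median among 10000 random lists of the same size and similar levels, which describes these arrays only.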

An Affymetrix 1.0 Gene ST array analysis was then performed using the transfected MDA-MB-231 cells to identify differentially expressed genes caused by each individual miRNA mimic. Cluster analysis of the microarray data generated from the miRNA transduced cell line showed that a large number of genes were affected (Figure 4A). 

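EPCAM, an epithelial cell adhesion molecule, had the largest increase with the miR-200c mimic. It was 13.3-fold higher than in the control (log2 difference 3.73), and the non-coding RNA UCA1 was 7.43-fold higher. Among genes at the median level or above on 1 of the 2 arrays, the highest differences with the miR-205 mimic included VSIG1 (1.59), a junctional membrane protein, and LCP1, an actin-bundling protein that was 2.79-fold higher. With the miR-375 mimic they were in a small nucleolar RNA, SNORD116-6 (1.39), whose cluster holds near-identical copies, and in the interferon-induced gene IFIT1 (1.22). Past 1.4-fold, 367 genes were higher with miR-200c, 174 with miR-205 and 271 with miR-375, and past 2-fold 58, 13 and 7. Simulated unchanged arrays gave a mean of 321, 319.8 and 320.4 genes higher past 1.4-fold with the spread of the mimic arrays, which includes real differences between mimics, and 71.2, 71.4 and 70.5 with a robust spread. Over all probe sets, including those that name several genes or none, 1064, 846 and 1270 were higher.
Other genes with large differences for miR-200c included TNFSF18 (3.27), a ligand of the tumour necrosis factor family, MPZL2 (2.63), an epithelial adhesion protein, the chemokine CXCL16 (2.33) and FAM83B (2.21). For miR-205 they included FERMT1 (1.34), an integrin activator, TSPAN1 (1.05), ARB2BP (0.96) and the small nucleolar RNA SNORA23 (0.96). PRSS1 (1.35) and PRSS3P2 (1.57), near-identical trypsinogen relatives whose probe sets can share signal, were also higher with miR-205. For miR-375 they included ABI3BP (1.18), an extracellular matrix protein, the phosphatase PTPN22 (1.02), the mitochondrial subunit NDUFB5 (0.96), IFI44 (0.95), HMGN5 (0.88), and HSP90AB5P (0.99) and HNRNPCL1 (0.96), which have near-identical relatives. The focal adhesion protein TNS4 and the membrane traffic protein MAL2 ran in opposite directions: TNS4 was 2.82 with miR-200c, 1.37 with miR-205 and −0.94 with miR-375, and MAL2 was 2.39, 1.22 and −1.01. TNS4 and MAL2 belong to 13 genes that were higher with miR-200c and lower with miR-375, where independent lists would share 5.38. Of the 10 largest increases per mimic, 10 for miR-200c, 6 for miR-205 and 7 for miR-375 passed 1.4-fold also against the mean of the other 2 mimic arrays. Those that did not were TNS4 (0.43), SNORA23 (0.088), ARB2BP (0.0034) and TSPAN1, which turned to −0.27, for miR-205. For miR-375 they were IFIT1 (0.47), NDUFB5 (0.35) and SNORA23 (0.21). The reference for miR-205 holds the miR-200c array, where TNS4 (2.82) and TSPAN1 (1.92) were higher, so their values fall by construction.
In an average-linkage tree over all genes the control array joined miR-205 (r = 0.996 across genes), then miR-375 (r = 0.994 with the control) and last miR-200c (r = 0.992), and the order was the same over the 1264 genes past 1.4-fold with any mimic. Genes are not independent replicates in these correlations. Of 466 genes of olfactory receptor, keratin-associated, taste receptor, trace amine receptor and beta-defensin families, which these cells should not express, 8 were higher with miR-200c, 9 with miR-205 and 14 with miR-375. Of the 466, these are 1.72%, 1.93% and 3.00%, beside 2.02%, 0.96% and 1.49% of all genes. Among other genes of the same level, 1.73%, 1.17% and 2.57% were higher. With miR-205 and miR-375 these families were thus called higher at a larger rate than all genes. A call of higher therefore does not by itself set a gene apart from noise. Dim genes made up 119, 97 and 171 of the genes called higher.

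**Figure D1:**
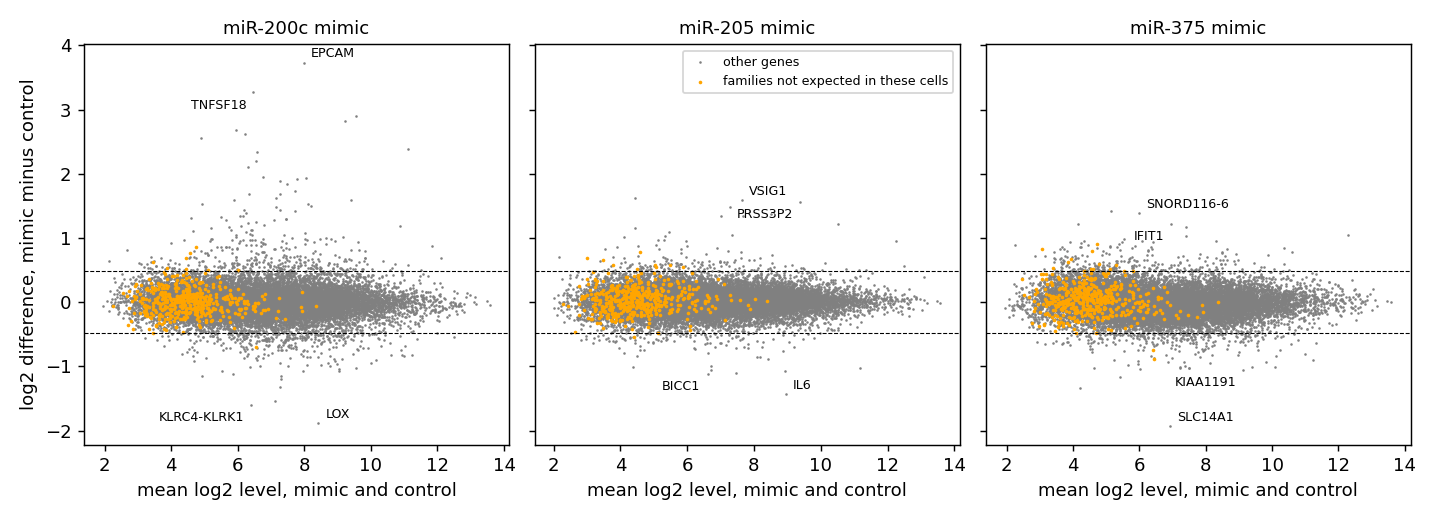
Log2 difference of each mimic from the control (y axis) against the mean log2 level of the mimic and control arrays (x axis), 1 point per gene for 18162 genes. Orange points are the 466 genes of families that these cells should not express, dashed lines mark 1.4-fold, and the 2 largest named differences each way carry their gene symbols. The points far above the upper line are most numerous with miR-200c, where 58 genes pass 2-fold.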

IPA anlaysis revealed that there was a significant enrichment of genes involved in cellular movement, cell-to-cell signaling and interaction, cellular growth and proliferation, inflammatory response, and cancer (Additional file 6: Figure S1). 

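With the miR-200c mimic, the median of a list of epithelial genes was high and that of a list of extracellular matrix genes was low. Of 37 measured epithelial genes, listed before the data were examined, 21 were higher with miR-200c and none was lower. TMEM30B (2.11), the protease inhibitor SPINT1 (1.93), the tight junction gene MARVELD2 (1.12) and the splicing regulator ESRP2 (0.98) were among them. So were CDH1 and CDH3, which are drawn as higher in Figure S2A, as SPINT1 is in Figure S2B. The study chose the genes of these networks on these arrays, so to that extent the list is not independent evidence. The list's median was 0.55, above every one of 10000 random lists, whose central 95% ran from −0.07 to 0.06. With miR-205, 3 of the 37 were higher (EPCAM at 0.62, SPINT1 at 0.63 and MAL2) and the median was 0.20, also above every random list. With miR-375, CLDN7 (0.55) and EHF (0.51) were higher, MAL2 was lower and the median was −0.02 (percentile 43.0).
Of 37 measured mesenchymal genes, 10 were lower with miR-200c, such as TNC (−0.95), a matrix glycoprotein, the fibrillin gene FBN1 (−0.59) and TGFB1 (−0.52). CDH2 and SNAI2 (0.60) were higher. FN1, LOX, ZEB1, ZEB2 and CDH11 are among the lower genes and belong to Table 1. The study chose Table 1 partly on these arrays, so to that extent this list is not independent evidence. This list's median was −0.08 (percentile 1.19). None of these genes passed 1.4-fold with miR-205 (median −0.0017, percentile 25.0). With miR-375, TGFB2 (−0.84) was 1 of 3 lower genes, ACTA2 (0.57) and TGFBI (0.58) were higher, and the median was −0.05 (percentile 14.3). Of 36 genes of the extracellular matrix and basement membrane, 10 were lower with miR-200c and none was higher, while 22 lay below 0. FN1, LOX, LAMC1, CRTAP, TIMP2, MMP14 and CTSB are among the lower and belong to Table 1 or Figure S2A. The study chose those genes partly on these arrays, so to that extent the list is not independent evidence. The other lower genes were the lysyl oxidase relative LOXL4 (−0.85) and the collagen hydroxylases PLOD1 (−0.61) and PLOD2 (−0.50). The list's median was −0.13 (percentile 0.03). With miR-375, 5 were lower, such as LOXL4 (−0.83) and TIMP3 (−0.59, but −0.33 with the mean of its probe sets), with a median of −0.05 (percentile 9.03). With miR-205, the interstitial collagenase MMP1 (0.56) was higher, 1 gene was lower and the median was 0.05 (percentile 89.7).
Of 41 genes of actin and cell movement, 3 were lower with miR-200c (CFL2 and FSCN1, also in Table 1, and RDX at −0.53). The list's median was −0.08 (percentile 0.77). None passed 1.4-fold with miR-205 (median −0.02, percentile 7.94) or miR-375 (median −0.06, percentile 5.87). Of 26 cytokine and inflammation genes, the colony-stimulating factor CSF1 (−0.75), TNFSF10 (−0.70) and PTGS2 (−0.58) were lower and TNFAIP3 (0.96), IL24 (0.58), IL1A (0.54) and LCN2 were higher with miR-200c (median 0.09, percentile 99.2). With miR-205, CXCL1 (−0.56) was lower, as were IL6 and IL11 (median 0.05, percentile 82.0). With miR-375, IL6 (−0.59) and ICAM1 (−0.52) were lower and CSF3 (0.85) and IL1B (0.82) were higher (median −0.06, percentile 12.0). Of 34 genes of S phase and mitosis, only RRM2 (0.66, with miR-375) passed 1.4-fold, and the list's medians were 0.0041 with miR-200c (percentile 61.2), −0.07 with miR-205 (percentile 0.06) and 0.17 with miR-375 (percentile 100). Of 15 markers of luminal breast cancer lines, KRT8 (0.59), KRT18 (0.68), ERBB3 (0.70) and AGR2 (1.49) were higher with miR-200c and TFAP2C was lower, with a median of 0.11 (percentile 98.9), and 3 keratins stand in both lists.
Against the mean of the other 2 mimic arrays in place of the control, the epithelial median was −0.09 with miR-205 and −0.33 with miR-375. Both references hold the miR-200c array, where this median was 0.55. They lower the list by construction and do not check the control. With miR-205 the levels of EPCAM (6.74) and SPINT1 (7.73) lay above the control (6.12 and 7.10) and above miR-375 (5.97 and 7.44). Of the cytokine and inflammation genes, 1 of 3 lower and 3 of 4 higher genes passed with miR-200c against the other 2 mimic arrays. With miR-205 2 of 3 lower ones passed, and with miR-375 0 of 2 lower and 2 of 2 higher ones. With this reference the miR-200c medians of the luminal markers (0.042, percentile 84.8) and of actin and cell movement (−0.062, percentile 2.98) lay inside the central 95% of random lists, and of the genes named lower or higher 19 of 21 epithelial, 5 of 10 mesenchymal and 6 of 10 matrix genes passed with miR-200c, 1 of 3 epithelial genes with miR-205 (EPCAM and SPINT1 turned), and 0 of 2 higher epithelial and 0 of 5 matrix genes with miR-375.

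**Figure D2:**
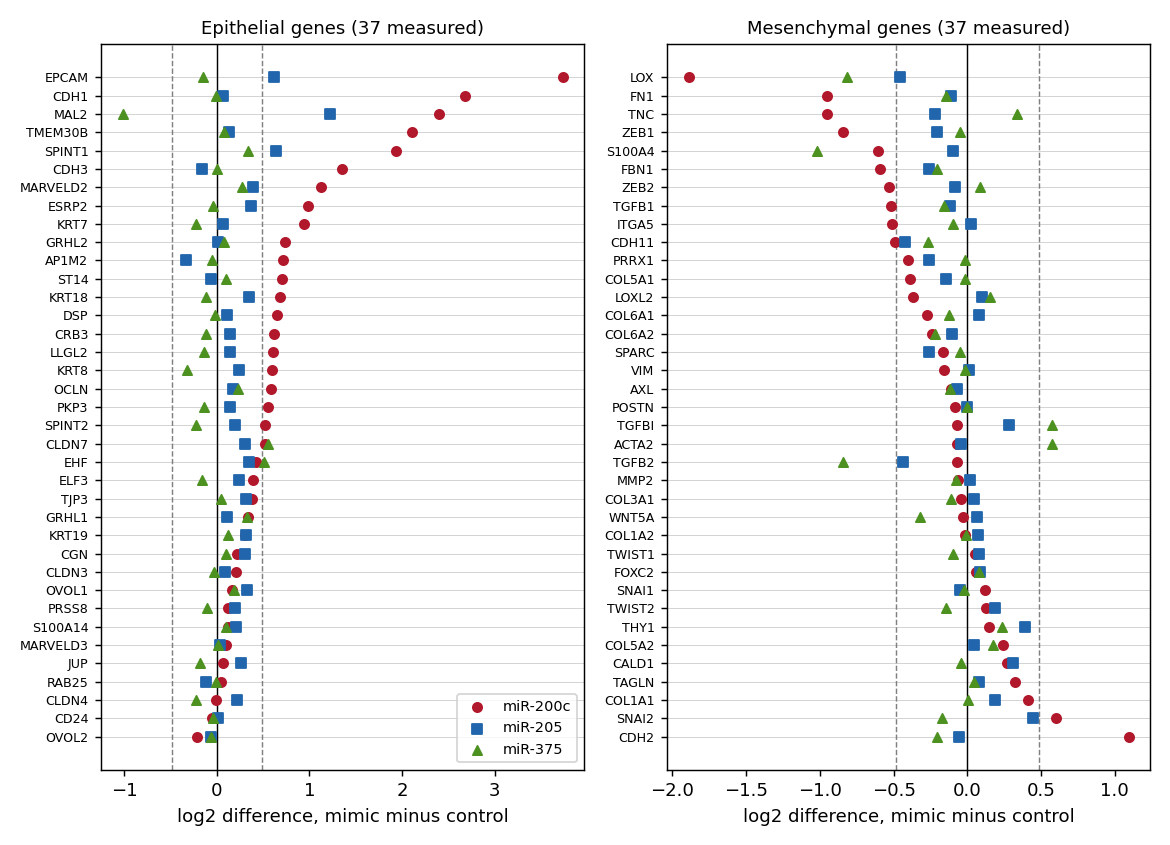
Log2 difference from the control (x axis) of each measured epithelial gene (left, 37 genes) and mesenchymal gene (right, 37 genes), ordered by the miR-200c value, with circles for miR-200c, squares for miR-205 and triangles for miR-375. Each point is 1 array minus the control array and dashed lines mark 1.4-fold. On the left 21 circles lie right of the upper line, and on the right 10 circles lie left of the lower line and 2, SNAI2 and CDH2, right of the upper one.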

Analysis of the differentially expressed genes in the miRNA mimic transfected cells performed using the Ingenuity Knowledge Base generated several molecular networks for each miRNA. One of the networks identified in the miR-200c mimic transfected cells was found to be most interesting (Additional file 6: Figure S2A). The network analysis mapped CDH1 (E-cadherin) to the core of this network, acting as a hub connected by several neighborhood genes that play important roles in cell migration and invasion. 

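CDH1 (E-cadherin), the adhesion protein of epithelial junctions, was 6.42-fold higher with the miR-200c mimic than in the control (log2 levels 7.28 and 4.60). The control level lay below the 25th percentile of that array (4.64) and no detection call was used, so the size of this fold is limited by an unknown background. Of 12 measured genes drawn as higher in the network of Figure S2A, all lay above 0 and 7 passed 1.4-fold. Besides CDH1 these were the cadherins CDH3 (1.35) and CDH2 (1.09), the receptor tyrosine kinase MST1R (1.30), the secreted lipocalin LCN2 (1.53), the vesicle protein RAB3B (1.19) and PRSS1 (1.63). CDH6 (0.41), LIMA1 (0.42), PLEKHA7 (0.42), MT1F (0.45) and CD274 (0.48) did not pass. Of 11 measured genes drawn as lower, all lay below 0 and 10 passed. Among them were the guidance cue SLIT2 (−0.91), the membrane-bound protease MMP14 (−0.90), the cathepsin CTSB (−0.73), the transcription factor TFAP2C (−0.70), PTPN22 (−0.60), BMF (−0.57) and the plexin PLXNB3 (−0.54), and ZFPM2 (−0.40) did not pass. The medians were 1.14 for the genes drawn as higher and −0.57 for those drawn as lower. When the mean of the other 2 mimic arrays replaced the control, the 7 higher genes passed, and of the 10 lower genes 5 passed and TFAP2C (−0.13), CDH11 (−0.15), BMF (−0.19), LAMC1 (−0.38) and PLXNB3 (−0.47) did not. The study chose the network's genes on these arrays, so their direction is not independent evidence. MST1R was also higher with miR-205 (0.63), while CDH1 itself differed by 0.07 with miR-205 and −0.0070 with miR-375.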

Overall, we identified 512, 287, and 432 down-regulated genes (fold change >1.4) in miR-200c, miR-205, and miR-375 mimic transfected MDA-MB-231 cells, respectively (Additional file 7: Tables S6, Additional file 8: Table S7 and Additional file 9: Table S8). 

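LOX, which encodes the collagen cross-linking enzyme lysyl oxidase, had the largest decrease with the miR-200c mimic, 3.70-fold (log2 difference −1.89). The cytokine IL6 had the largest decrease with miR-205, 2.71-fold (−1.44), and the urea transporter SLC14A1 the largest with miR-375, 3.82-fold (−1.93). In all, 326 genes were lower past 1.4-fold with miR-200c, 120 with miR-205 and 266 with miR-375, and 14, 7 and 13 were lower past 2-fold. Lower genes in simulated unchanged arrays numbered 318, 319 and 322 on average with the spread of the mimic arrays, and 71.1, 70.6 and 71.2 with a robust spread. Over all probe sets, including those with several gene names or none, 917, 640 and 993 were lower.
Further genes with large decreases for miR-200c included SLC14A1 (−1.53), the cytochrome CYP1B1 (−1.32), the receptor VIPR1 (−1.19), the interferon-induced GTPase GBP2 (−1.14), TMEM45A (−1.12), the carbonic anhydrase CA12 (−1.08), the secretory pathway kinase FAM20C (−1.07) and MUC15 (−1.07). For miR-205 they included BICC1 (−1.12), the methyltransferase NNMT (−1.10), SEMA7A (−1.07), CHN1 (−1.06), the matrix glycoprotein THBS1 (−1.03), the cytokine IL11 (−0.88), KDELR3 (−0.86) and the acetyltransferase KAT2B (−0.85). For miR-375 they included KIAA1191 (−1.05), ASB2 (−1.04), NNMT (−1.03), the calcium-binding protein S100A4 (−1.02), MAT2B (−1.01) and VIPR1, which was 2.00-fold lower. With the other 2 mimic arrays as reference, 9, 7 and 8 of the 10 largest decreases per mimic passed 1.4-fold. The exceptions were SLC14A1 for miR-200c (−0.27), KAT2B (−0.48), NNMT (−0.090) and KLRC4-KLRK1, which turned to 0.21, for miR-205, and VIPR1 (−0.27) and NNMT, which turned to 0.020, for miR-375. Reported targets of each miRNA, recalled from other work before the data were examined, had low medians with their own mimic. The medians were −0.28 over 18 targets of miR-200c, −0.15 over 18 targets of miR-205 and −0.25 over 15 targets of miR-375, each below all 10000 random lists. The lower genes were FN1, ZEB1, SEC23A, CFL2, PLCG1 (−0.59) and ZEB2 among the 6 of miR-200c and QKI, LDHB, RASD1 (−0.68) and SEC23A among the 4 of miR-375, and none of the miR-205 targets was lower. All of these except PLCG1 and RASD1 are genes of Table 1, which the study chose partly on these arrays, so to that extent the lists are not independent evidence. RASD1 was also lower with miR-200c (−0.85), and against the mean of the other 2 mimic arrays it was −0.050 with miR-375. With that reference PLCG1 was −0.38 with miR-200c. Of the lower targets, 4 of the 6 of miR-200c and 2 of the 4 of miR-375 then passed. With miR-200c, the miR-205 targets also had a low median (−0.13, percentile 0.53). Of them 5 were lower, LRP1 (−0.70), ITGA5 (−0.51) and the Table 1 genes ZEB1, ZEB2 and LAMC1, and 1 was higher, ERBB3 (0.70). With miR-205 the miR-200c targets had a median of −0.09 (percentile 0.27). Against the mean of the other 2 mimic arrays the first of these medians was −0.068 (percentile 8.35) and the second turned to 0.21 (percentile 100). The reference of the second holds the miR-200c array, where these targets were low (−0.28), so the median rises by construction. The other pairings had medians of −0.10 (miR-200c targets with miR-375, percentile 4.74), −0.08 (miR-205 targets with miR-375, percentile 8.30), −0.06 (miR-375 targets with miR-200c, percentile 14.6) and −0.03 (miR-375 targets with miR-205, percentile 15.5).
Of the genes past 1.4-fold with miR-205, 40.8% were lower, and 51.7% after each array was centred on its median. In the families that these cells should not express, 1, 1 and 2 genes were lower, and without dim genes 60 rather than 120 genes were lower with miR-205.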

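NNMT, the quinone reductase NQO1, the growth regulator LRIG1, the protease inhibitor SERPINE2, the podosome scaffold SH3PXD2B and the urea transporter SLC14A1 were lower than in the control with each of the 3 mimics. In all, 16 genes were lower past 1.4-fold with all 3. NQO1 differed by −0.96 with miR-200c, −0.51 with miR-205 and −0.55 with miR-375, LRIG1 by −0.83, −0.64 and −0.71, SERPINE2 by −0.57, −0.55 and −0.54, and the chemerin receptor CMKLR1 was 2.01-fold lower with miR-200c. The readthrough transcript KLRC4-KLRK1 (−1.60 with miR-200c and −0.82 with miR-375), whose probe set can share signal with the genes it joins, TFAP2C and FAM171A2 (−0.49, −0.52 and −0.54) were also among the 16, although FAM171A2 with miR-200c fell short under quantile normalization (−0.47), median centring (−0.48) and loess on level (−0.47), and the remaining 6, CA5A, IGLON5, MIR100, MIR29B1, PCDHB17P and RPSA2, were dim. By pairs, 22 genes were lower with both miR-200c and miR-205, 62 with both miR-200c and miR-375 and 35 with both miR-205 and miR-375, where independent lists would share 2.15, 4.77 and 1.76 and simulated unchanged arrays 52.0, 52.4 and 52.3, or 6.73, 6.93 and 6.75 with a robust spread. For all 3 mimics independent lists would share 0.0315 genes. The simulated arrays hold no change and share 1 control: a mean of 17.2 genes (highest 28 in 200 simulations) were lower in all 3 when the spread was taken from the mimic arrays, which includes real differences between mimics, and 1.72 (highest 7) when a robust spread was used. The differences from the control correlated across genes with r = 0.41 for miR-200c and miR-205, 0.36 for miR-200c and miR-375 and 0.40 for miR-205 and miR-375, beside 0.50 in simulated unchanged arrays. Their covariances were 0.0172, 0.0175 and 0.0147, beside simulated values of 0.0265 or, with the robust spread, 0.0164. Part or all of the sharing can come from the single control array, which cannot be split. The correlations lay below the simulated 0.50, and the 16 genes below the simulated mean of 17.2. The covariances lay near the robust value of 0.0164, with that of miR-205 and miR-375 (0.0147) below it. These values show no common response beyond a shared control. With the robust spread the 16 genes lay above the highest simulated number (7), so a common response stays open.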

Only 28 genes were down-regulated in all three mimic-transfected cell lines.

**Figure 4:**
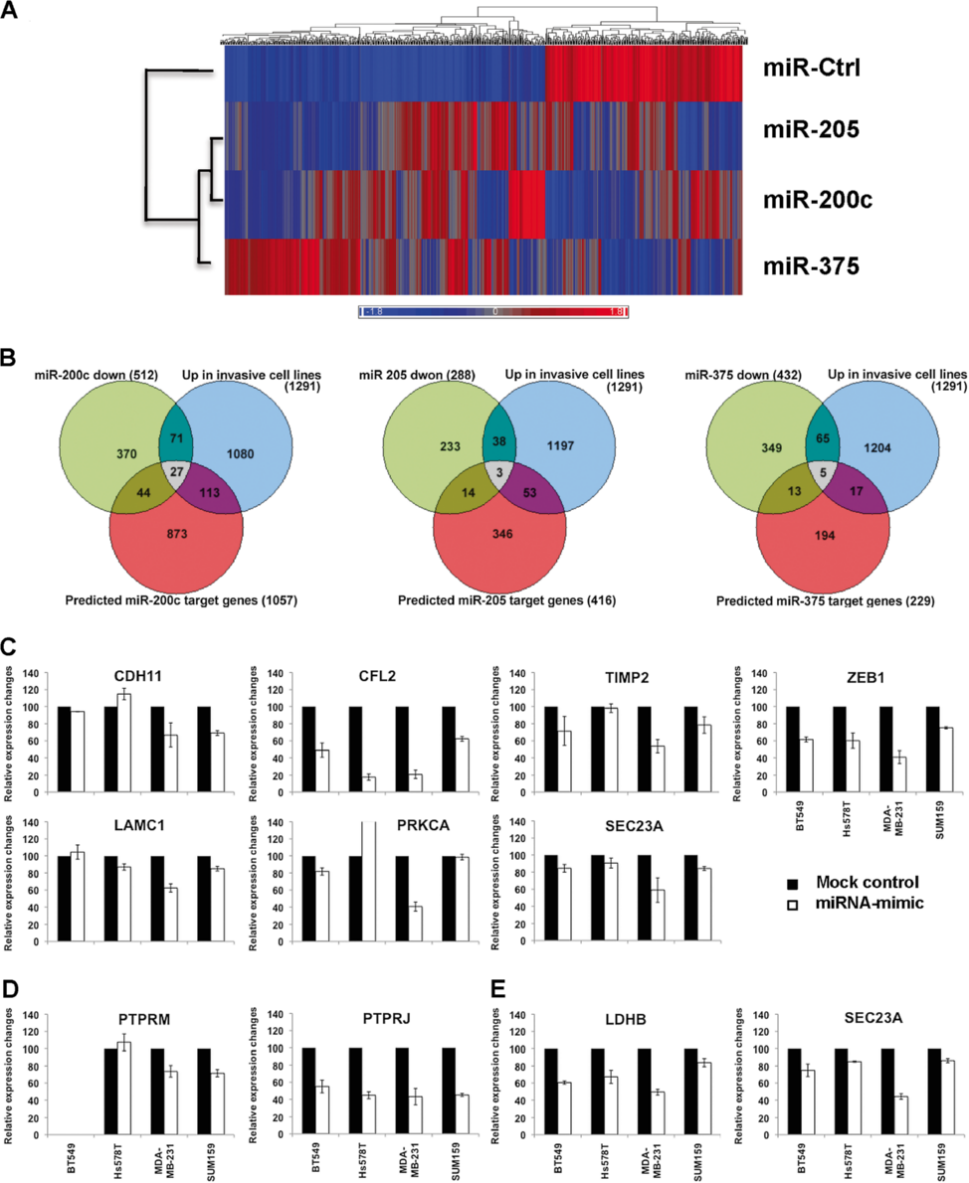
**Integrative analysis of mRNA and miRNA expression in breast cancer cells.** (**A**) Heatmap representing the differentially expressed genes in miR-200c, miR-205, and miR-375 mimic transfected MDA-MB-231 cells. (**B)** Venn diagrams showing the intersection between: green circle, mRNA transcripts displaying at least a 1.4-fold decrease in expression in miR-200c, miR-205, and miR-375 mimic transfected MDA-MB-231 cells; blue circle, mRNA transcripts (p < 0.05 and fold change >1.5) that showed an increased expression in aggressive vs. normal and less aggressive cell lines. red circle, likely mRNA targets for miR-200c, miR-205, and miR-375 predicted using TargetScan6.2. The grey area indicates the intersection of all 3 circles. (**C**-**E**) qRT-PCR analysis of 11 candidate target genes of miR-200c (**C**), miR-205 (**D**), and miR-375 (**E**) in miR-200c, miR-205, and miR-375 transduced breast cancer cell lines, BT549, HS578T, MDA-MB-231 and SUM159, respectively.

### Identification of the candidate miRNA target genes through integrative analysis

We compared the list of genes down-regulated in miRNA-mimic transfected MDA-MB-231 cells with the list of genes up-regulated in invasive breast cancer cell lines, as well as the list of potential target genes for each microRNA as predicted by TargetScan 6.2. 

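Genes that Table S4 lists as up-regulated in invasive lines were lower with each mimic more often than independent lists would give, such as LOX with miR-200c, IL6 with miR-205 and QKI with miR-375. Of the 1159 genes of Table S4 measured here, 85 were among the 326 genes lower with miR-200c, 17 among the 120 lower with miR-205 and 52 among the 266 lower with miR-375, where independent lists would share 20.8, 7.66 and 17.0. With miR-200c these included FAM20C, NQO1 and the glucose transporter SLC2A3 (−0.97). With miR-205 they included NNMT, THBS1 and CXCL1, and with miR-375 LDHB, NNMT and THBS1 (−0.90). Over all 1159 genes the median difference was −0.06 with miR-200c, −0.01 with miR-205 and −0.05 with miR-375, each below all random lists of the same size and similar levels, whose medians centred on −0.0048, 0.02 and −0.02. Table S4 genes were also found among the genes higher with a mimic, 20 with miR-200c (such as CDH2 and SNAI2), 14 with miR-205 and 17 with miR-375, where independent lists would share 23.4, 11.1 and 17.3. Among the lower genes 11, 11 and 16 were of Table S5, down-regulated in invasive lines, where independent lists would share 17.8, 6.57 and 14.6. With miR-205 the lower genes of Table S5 (11 beside 6.57) also outnumbered the overlap of independent lists, and this gap was not tested. Table S4 was made from other arrays and MDA-MB-231 is among its invasive lines. At 1.5-fold the shared genes of Table S4 numbered 45, 9 and 24. At 1.4-fold against the mean of the other 2 mimic arrays, they fell from 85, 17 and 52 to 58, 14 and 24. The lower genes then numbered 251, 162 and 275. With miR-205 and miR-375 the shared genes thus fell while the lower genes rose from 120 and 266, so the excess was smaller with this reference. The overlap of independent lists is not given for it. TargetScan predictions were not used here.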

The Venn diagrams in Figure 4B show the intersections among the three lists. The list of genes generated by the Venn diagram analysis is provided in Table 1. Among the 35 genes, 27 genes were identified as miR-200c target genes, only three genes were miR-205 targets, and six genes were miR-375 targets. 

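The genes of Table 1 for miR-200c include matrix and adhesion proteins (FN1, LAMC1, CDH11), the repressors of E-cadherin ZEB1 and ZEB2, and actin regulators (CFL2, FSCN1). Of its 27 genes 26 were measured here, all 26 were below the control with the miR-200c mimic and 23 passed 1.4-fold. LOX ranked 1 among them and among all genes. It was followed by LHFPL6 (LHFP in Table 1, −1.03), FN1 (fibronectin, −0.95), AP1S2 (−0.87) and ZEB1 (−0.84), and CFL2 (cofilin 2), at −0.73, ranked 8 of the 26. TENT5C (FAM46C in Table 1, −0.75), PDE7B (−0.73), DPY19L1 (−0.72), MCFD2 (−0.71), PAG1 (−0.69), CRTAP (−0.68) and KANK2 (−0.68) lay close to it. RGL1 (−0.60), FSCN1 (−0.59), PRKCA (−0.57), LAMC1 (−0.57), EMP1 (−0.56), ZEB2 (−0.53), TIMP2 (−0.52), CDH11 (−0.49) and DENND5B (−0.49) also passed, and ANKH (−0.48), SPRED1 (−0.41) and FOXF2 (−0.33) did not. The median was −0.68.
With miR-205, 1 of the 3 Table 1 genes was measured, the receptor phosphatase PTPRM, at −0.43, short of 1.4-fold, and it was lower with miR-375 (−0.74). With miR-375, 6 genes were measured and 5 passed: the RNA-binding protein QKI (−1.02), the lactate dehydrogenase subunit LDHB, which was 2.01-fold lower, CEMIP (KIAA1199 in Table 1, −0.69), the cystine transporter SLC7A11 (−0.57) and SEC23A, while DIP2C (−0.45) did not. SLC7A11 was higher with miR-200c (0.91) and CEMIP was also lower with miR-205 (−0.50). Of the miR-200c genes, LOX (−0.82), PAG1 (−0.56), TENT5C (−0.49) and SEC23A were also lower with miR-375 and none passed with miR-205.
The study chose these genes partly on these arrays, so their direction is not independent evidence. Against the mean of the other 2 mimic arrays in place of the control, 14 of the 26 miR-200c genes and 3 of the 6 miR-375 genes were lower. Short of 1.4-fold came ZEB2 with the mean of its probe sets (−0.36), CDH11 with each array centred on its median (−0.48), DENND5B under quantile normalization (−0.48), centring (−0.48) and loess on level (−0.47), and TENT5C with miR-375 under the same 3 settings (−0.46, −0.48 and −0.45). The paper treats genes that were lower with a mimic, higher in invasive lines and predicted to carry a site as potential targets, and from the share of them held by miR-200c it proposes that this miRNA has a leading role in regulating migration and invasion.

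**Figure D3:**
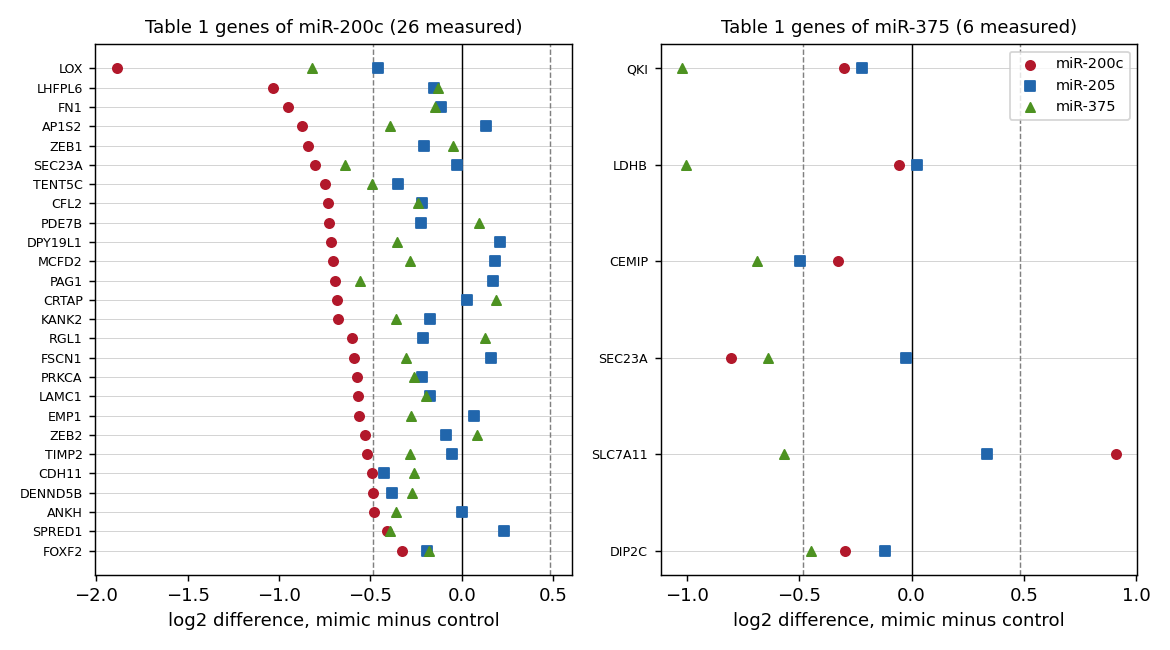
Log2 difference from the control (x axis) of the measured Table 1 genes of miR-200c (left, 26 genes) and miR-375 (right, 6 genes), with circles for miR-200c, squares for miR-205 and triangles for miR-375. Each point is 1 array minus the control array and dashed lines mark 1.4-fold. On the left every circle lies below 0 and that of LOX is farthest from it, and on the right SLC7A11 is the gene with a circle right of the upper line, at 0.91.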

We selected 10 genes for the confirmation study based on their potential roles in breast cancer and *ZEB-1* was used as a control. The qRT-PCR analysis demonstrated that the expression of *CDH11*, *CFL2*, *LAMC1*, *PRKCA*, *SEC23A*, *TIMP2*, *ZEB-1* (miR-200c target genes), *PTPRM*, *PTPRJ* (miR-205 target genes), *SEC23A* and *LDHB* (for miR-375 target genes) decreased by more than 30% in the MDA-MB-231 cells transfected with each individual miRNA mimic (Figure 4C-E), respectively. *SEC23A* was found to be down-regulated by both miR-200c and miR-375 mimics. Since we only performed array analysis using MDA-MB-231 cells, we tested to see if the miRNA mimics could down-regulate their target genes in three other invasive cell lines. *CFL2* and *ZEB1* (miR-200c target genes), *PTPRJ* (miR-205 target gene), and *LDHB* (miR-375 target gene) were consistently down-regulated in all four cell lines transfected with the corresponding miRNA mimics; however, the remainder of the genes displayed variable results (Figures 4C-E).

**Table 1:** List of target genes of miR-200c, miR-205, and miR-375 identified in breast cancer cell lines

**miR**	**Target Gene**	**Accession No.**	**Name**
**miR-200c**	*ANKH*	NM_054027	ankylosis, progressive homolog (mouse)
	*AP1S2*	NM_003916	adaptor-related protein complex 1, sigma 2 subunit
	*CDH11*	NM_001797	cadherin 11
	*CFL2*	NM_021914	cofilin 2 (muscle)
	*CRTAP*	NM_006371	cartilage associated protein
	*DPY19L1*	NM_015283	dpy-19-like 1 (C. elegans)
	*DENND5B*	NM_144973	DENN/MADD domain containing 5B
	*EMP1*	NM_001423	epithelial membrane protein 1
	*FAM46C*	NM_017709	family with sequence similarity 46, member C
	*FN1*	NM_212474	fibronectin 1
	*FOXF2*	NM_001452	forkhead box F2
	*FSCN1*	NM_003088	fascin homolog 1, actin-bundling protein (Strongylocentrotus purpuratus)
	*KANK2*	NM_001136191	KN motif and ankyrin repeat domains 2
	*LAMC1*	NM_002293	laminin, gamma 1 (formerly LAMB2)
	*LHFP*	NM_005780	lipoma HMGIC fusion partner
	*LOX*	NM_001178102	lysyl oxidase
	*MCFD2*	NM_139279	multiple coagulation factor deficiency 2
	*PAG1*	NM_018440	phosphoprotein associated with glycosphingolipid microdomains 1microdomains 1
	*PDE7B*	NM_018945	phosphodiesterase 7B
	*PPP1R18*	NM_133471	protein phosphatase 1, regulatory subunit 18
	*PRKCA*	NM_002737	protein kinase C, alpha
	*RGL1*	NM_015149	ral guanine nucleotide dissociation stimulator-like 1
	*SEC23A*	NM_006364	Sec23 homolog A (S. cerevisiae)
	*SPRED1*	NM_006931	sprouty-related, EVH1 domain containing 1
	*TIMP2*	NM_003255	TIMP metallopeptidase inhibitor 2
	*ZEB1*	NM_030751	zinc finger E-box binding homeobox 1
	*ZEB2*	NM_014795	zinc finger E-box binding homeobox 2
**miR-205**	*CALU*	NM_001219	calumenin
	*PTPRJ*	NM_002843	protein tyrosine phosphatase, receptor type, J
	*PTPRM*	NM_001105244	protein tyrosine phosphatase, receptor type, M
**miR-375**	*DIP2C*	NM_014974	DIP2 disco-interacting protein 2 homolog C
	*KIAA1199*	NM_018689	KIAA1199, colon cancer secreted protein 1
	*LDHB*	NM_002300	lactate dehydrogenase B
	*QKI*	NM_006775	quaking homolog, KH domain RNA binding
	*SEC23A*	NM_006364	Sec23 homolog A (S. cerevisiae)
	*SLC7A11*	NM_014331	solute carrier family 7

In order to determine whether the candidate miRNA targeted genes are regulated by each miRNA through direct 3^′^-UTR interaction, we cloned the 3^′^-UTR of *CDH11*, *CFL2*, *SEC23A*, *ZEB-1* (miR-200c target), *PTPRM* (miR-205 target), and *LDHB* (miR-275 target) into the reporter plasmid pmirGLO to generate gene-specific 3^′^-UTR luciferase reporter vectors. These plasmids and the vector control plasmid were transiently co-transfected into Hela cells with the corresponding miRNA mimics. After 48 hours, a dual-luciferase reporter assay system was used to measure luciferase expression. Overexpression of each individual microRNA resulted in a significant decrease of luciferase activities (Figure 5). These results further confirmed that these genes were the true targets of the corresponding miRNAs.

**Figure 5:**
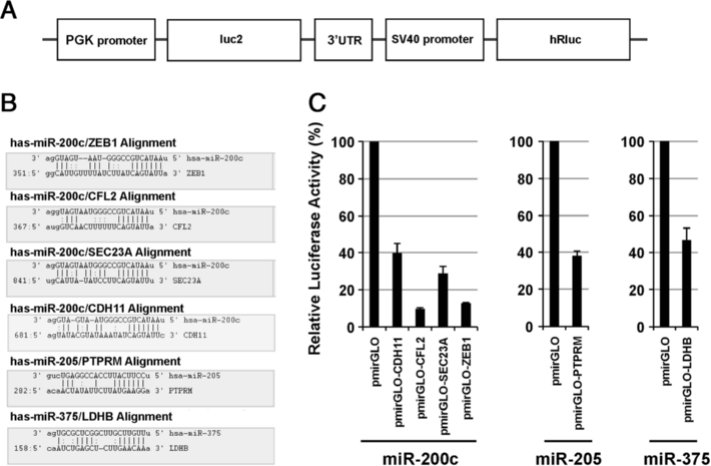
**3**^′^**-UTR reporter assays confirming the interaction of individual miRNA with the 3**^′^**-UTR of candidate target genes.** (**A**) Schema of the pmirGLO dual luciferase vector carrying the 3^′^-UTR regions of 6 selected genes. The entire 3^′^-UTR of 6 genes: *CDH11*, *CFL2*, *SEC23A*, *ZEB-1*, *PTPRM*, and *LDHB* were cloned into the pmirGLO dual luciferase vector. (**B**) The alignments of miRNA and their predicted target genes. (**C**) Percent relative luciferase activity 48 hours post-transfection with the indicated reporter vector.

### Knockdown of CFL2 inhibits cell migration and invasion

*CFL2*, which encodes cofilin-2, was significantly down regulated by miR-200c (Figures 4C and 5C). In addition, transfection of a miR-200c inhibitor in miR-200c-expressing cell lines, MCF7 and ZR-75-1 up-regulated CFL2 expression (Additional file 6: Figure S3). In order to further investigate the functional role of cofilin-2 in the migration and invasion of breast cancer cells, the MDA-MB-231 cells were transiently transfected with a *CFL2*-specific siRNA. Knockdown of *CFL2* led to inhibition of both migration and invasion by approximately 40% (Figures 6A). To further elucidate the specific role of miR-200c in regulating breast cancer cell migration through *CFL2* regulation, we co-transfected a miR-200c mimic with a plasmid encoded with *CFL2* cDNA in MDA-MB-231 cells. 48 hours after co-transfection, the MDA-MB-231 cells transfected with miR-200c mimic alone or co-transfected along with *CFL2* cDNA were analyzed for changes in cell migration. The *CFL2* cDNA does not contain the 3-UTR of endogenous *CFL2*, and therefore was not affected by miR-200c. As shown in Figure 6B, overexpression of *CFL2* partially reversed the effect of miR-200c on cell migration. These results indicate that miR-200c inhibited the migration of MDA-MB-231 through specific down-regulation of *CFL2,* and overexpression of *CFL2* can compensate the negative effect of miR-200c on cell migration. Because one of the functions of the cofilin gene family is to regulate F-actin turn over, we performed F-actin staining to examine the effect of *CFL2* knockdown on MDA-MB-231 cells. The depletion of cofilin-2 from MDA-MB-231 cells significantly increased F-actin levels (Figure 6C). Similarly, the miR-200c transfected MDA-MB-231 cells also displayed an increased level of F-actin staining although it was not as strong as in cells transfected with *CFL2* siRNA. Most *CFL2* knockdown cells were also larger relative to the wild-type cells. The increase in cell size may partly result from a flattened cell shape.

**Figure 6:**
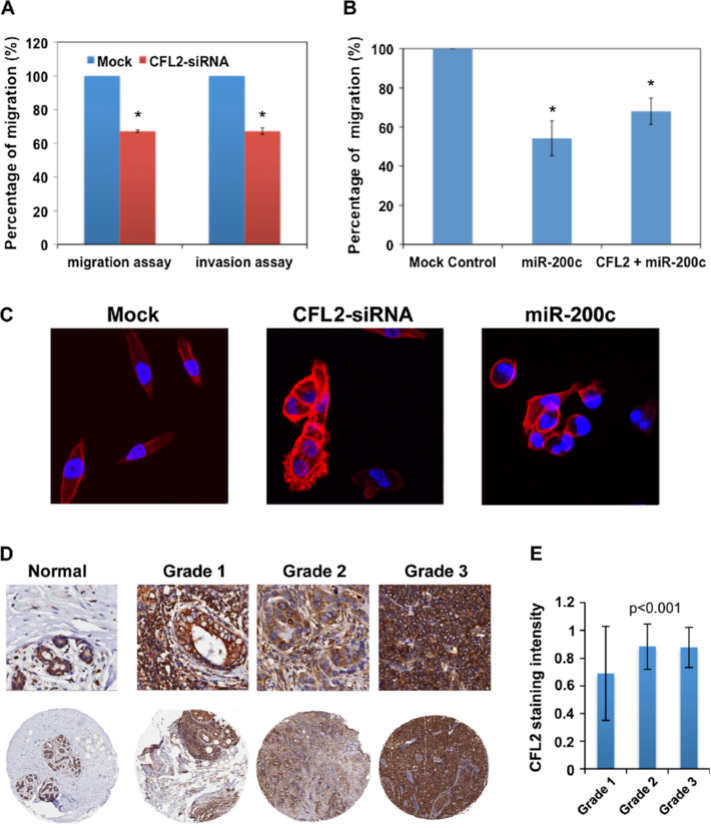
**CFL2 and breast cancer cell migration.** (**A**) Bar graph representing the normalized number of migratory or invaded cells after the respective siRNA transfection. (**B**) Overexpression of CFL2 can compensate the effect of exogenous miR-200c. Bar graph represents the normalized number of migratory cells after the respective transfection of miRNA mimic control, miR-200c mimic, and co-transfection of miR-200c and a plasmid encoding CFL2, respectively. *: Student’s *T*-test, p < 0.05. (**C**). Rhodamin-phalloidin staining of F-actin in the CFL2-siRNA and miR-200c transfected MDA-MB-231 cells. (**D**) Immunohistochemical analysis of TMA of primary breast tumors using antibodies against CFL2. Representative images of TMA cores are presented showing normal breast tissue, grades I, II, and III breast tumors with increasing staining intensities. (**E**) Bar graph representing the quantification of CFL2 immunostaining from blindly scored tissue microarray sections. Staining intensity of each sample was given a modified histochemical score (MH-score) that considers both the intensity and the percentage of cells stained at each intensity level. The intensity of each grade is the average of MH-score of all samples in that grade. Data were analyzed by one-way ANOVA with p-values as noted in the figure.

### CFL2 expression in primary breast cancer patient samples positively correlated with tumor grades

To determine if CFL2 is associated with breast tumor progression, we performed TMA analysis on 205 primary breast tumor and 5 normal breast tissue samples. The CFL2 expression can be seen to increase dramatically along with the grade of the tumor (p = 0.001, Figures 6D-E). The increase in CFL2 expression likely assists the higher-grade tumor cells in obtaining their migratory propensity by allowing for considerably higher F-actin turnover.

## Discussion

The complications arising from metastasis are the major causes of death from cancer. Mounting evidence suggests that miRNAs may promote or suppress tumor metastasis [12], thus offering a new perspective on the metastatic process. However, there has not been a systematic evaluation of the role of each miRNA, or a combination of coordinately expressed miRNAs, in the metastatic process of breast cancer cells. In this study, we attempt to perform a systematic evaluation of the role of miRNAs in the invasiveness of breast cancer cells using a group of 12 well-characterized breast cancer cell lines. Previous gene expression studies have shown that these cell lines resemble the primary tumor cells and can be grouped as basal or luminal-like breast cancer subtypes [17]. These cell lines are highly variable in their migration and invasion capability; BT474, MDA-MB-468, T47D, ZR-75-1, MCF7, SK-BR3 represent less-invasive breast cancer cell lines, while MDA-MB-231, HS578T, BT549, SUM159 are more invasive. MCF10A and MCF12A are two immortalized breast epithelial cell lines that are non-tumorigenic, but were classified as basal-like cell lines based on gene expression profiles. Using highly stringent criteria, we identified a group of 11 miRNAs that were most differentially expressed between the invasive and less-invasive cell lines, including several miRNAs that have been linked to breast cancer previously, such as miR-200c, miR-203, miR-205, miR-375, miR-141, and miR-146a [15,16,18]. Introduction of exogenous miR-200c, miR-205, and miR-375 mimics in the invasive breast cancer cell line MDA-MB-231 inhibited cell migration and invasion suggesting that these miRNAs may play important roles in maintaining the invasiveness of this cell line.

Using gene expression array analysis, we also identified candidate genes affected by the exogenous miRNA mimics in MDA-MB-231 cells. IPA analysis revealed that genes affected by miR-200c, miR-205, and miR-375 are involved in cellular movement and cell-to-cell signaling. Most significantly, our integrated analysis suggested that miR-200c might play a pivotal role in regulating cell migration and invasion, as 27 of the 35 differentially expressed genes were miR-200c targets. This is consistent with the migration and invasion experimental results showing that the miR-200c mimic is more potent than miR-205 and miR-375 mimics in inhibiting the migration and invasion of MDA-MB-231 cells. CDH1 (E-cadherin) was found to be at the core of the molecular network regulated by miR-200c. CDH1 acts as a hub connected by several neighborhood genes that play important roles in cell migration and invasion (Additional file 6: Figure S2A).

To further understand the function of the three miRNAs, it was necessary to identify their true targets in breast cancer cells. The computational prediction of miRNA targets still faces significant challenges. The most widely used tools (miRanda, TargetScan, PicTar, PITA, and RNAhybrid) are characterized by a significant proportion of false-positive interactions because post-transcriptional regulation is context-dependent. On the basis of increasing experimental evidence supporting the hypothesis that miRNAs can act through target degradation, it has been proposed that target predictions could be integrated with miRNA and gene expression profiles to select functional miRNA-mRNA relationships [19-24]. In this study, we performed an integrated analysis by combining multiple data sets: 1) differentially expressed miRNA between invasive and less invasive cell lines; 2) differentially expressed genes between the two groups of cell lines; 3) miRNA target genes predicted by TargetScan; 4) genes significantly down-regulated upon forced expression of a miRNA. The integrated analysis yielded 35 genes that satisfied the selection criteria. Out of the 27 differentially expressed target genes identified for miR-200c, 17 have been shown to influence the migration, invasion, or metastasis of cancer cells both *in vitro* and *in vivo* (Table 1). Of these genes, *LOX*, which encodes Lysyl oxidase, is essential for hypoxia-induced metastasis [25] and it was reported that breast cancer cell metastasis can be attenuated by lysyl oxidase inhibitors [26]. EMP1 may represent a novel immunohistochemical marker helpful in distinguishing between invasive ductal and lobular carcinomas [27]. Fascin (*FSCN1*) is a key regulator of breast cancer invasion [28]. CDH11 may play a role in recruiting Trio to the plasma membrane where Trio activates Rac, leading to cell migration [29]. *SEC23A*, which mediates the secretion of metastasis-suppressive proteins including *IGFBP4*, has been shown to be a direct target of miR-200c, and the subsequent down-regulation has been correlated to an increase in metastatic colonization [30]. Interestingly, *SEC23A* was identified as a target of both miR-200c and miR-375 (Table 1), suggesting crosstalk can occur between these two miRNAs. 

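SEC23A, a coat protein of vesicles that leave the endoplasmic reticulum, was 1.74-fold lower with the miR-200c mimic (log2 difference −0.80) and 1.56-fold lower with the miR-375 mimic (−0.64). With miR-205 it differed by −0.03. Its log2 level was 9.87 in the control, 9.07 with miR-200c and 9.23 with miR-375.  Against the mean of the other 2 mimic arrays, SEC23A was −0.47 with miR-200c and −0.22 with miR-375, neither past 1.4-fold, since each mean holds the other mimic.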

*PRKCA* overexpression is strongly associated with a more invasive and metastatic phenotype in breast cancer [31]. Furthermore, it has been shown that *PRKCA* expression is increased in the invasive breast cancer cell lines MDA-MB-231 and HS578T, and overexpression can lead to a significant increase in both the migration and invasion ability of the cell lines [32]. Finally, SLC7A11, which is functional subunit of the cystine/ glutamate transporter, plays an important role in breast tumor metastasis and maybe a potential target for cancer therapy [33].

Among the target genes identified, *CFL2* was most significantly down-regulated by miR-200c. Hurteau et al. first indicated that CFL2 as a potential target gene of miR-200c [30], and later re-reported by Gregory et al [34]. Korpal et al showed recently that knockdown of *Cfl2* in a mouse mammary tumor cell lines 4TO7 significantly decreased cell migration [35]. In this study, we further revealed that *CFL2* plays a crucial role in regulating actin turnover and is intimately linked to the cell migration and invasion ability. An increased level of CFL2 would allow for a much higher F-actin turnover rate, thus allowing the cell to become much more mobile [36]. Therefore by slowing the F-actin turnover rate, miR-200c helps to maintain the anchoring filaments that tend to hold the cells in place, leading to the decreased migration and invasion ability. CFL2 expression was also noted to increase significantly along with the grade of the tumor. This increase in CFL2 production likely assists the tumor in spreading both locally and metastatically at a much greater rate.

In summary, we have performed the first systematic screening of miRNA-mRNA target pairs that are differentially expressed between invasive and less-invasive breast cancer cells. We identified a group of negatively correlated miRNA-mRNA target pairs via integrated analysis of miRNA and mRNA expression profiles. The subsequent confirmation studies demonstrated that this integrated approach is very effective. Our results further emphasize the important role of miR-200c and its target genes in maintaining the invasiveness of breast cancer cells. Further analysis of the candidate miRNAs and their target genes identified in this study may ultimately lead to the identification of novel prognostic biomarkers and therapeutic targets.

## Abbreviations

3′-UTRs: 3^′^-untranslated regions; ANOVA: Analysis of variance; FBS: Fetal bovine serum; IPA: Ingenuity Pathway analysis; miRNA: microRNA; qRT-PCR: Quantitative reverse transcriptase polymerase chain reaction; TMA: Tissue microarray analysis.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DL, LH and HS designed the study. DL, JMW, NH, JL, and LP performed the experiments. DL, NH, LH and SH participated in the data analysis and interpretation. SH contributed vital reagents and analytical tools. DL, JMW and HS co-wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 List of primers used for qRT-PCR analysis. Click here for file

Additional file 2: Table S2 List of primers used to amplify 3^′^-UTR. Click here for file

Additional file 3: Table S3 Clinical characteristics of the primary breast tumor specimens analyzed in the TMA panel. Click here for file

Additional file 4: Table S4 List of genes up-regulated in aggressive cell lines vs. normal and less aggressive cell lines. Click here for file

Additional file 5: Table S5 List of genes down-regulated in aggressive cell lines vs. normal and less aggressive cell lines. Click here for file

Additional file 6: Figure S1 Ingenuity Pathways Analysis of the differentially expressed genes in the miR-200c (**A**), miR-205 (**B**), and miR-375 (**C**) mimics transfected MDA-MB-231 cells revealed the enrichment of different functional groups respectively. **Figure S2.** Ingenuity Knowledge Base Analysis of the differentially expressed genes in the miR-200c (**A**), miR-205 (**B**), and miR-375 (**C**) mimics transfected MDAMB- 231 cells identified interesting molecular interaction networks. **Figure S3.** qRT-PCR analysis of CFL2 expression in miR-200c inhibitor transfected MCF7 and ZR-75-1 cell lines that express endogenous miR-200c. miR-200c inhibitor (Ambion, Austin TX) was transfected at a concentration of 50nM with Lipofectmine 2000 (Invitrogen). Total RNA was harvested at 48 hr after transfection and converted to cDNA for qRT-PCR analysis. Click here for file

Additional file 7: Table S6 List of genes down-regulated in miR-200c mimic transduced MDA-MB-231 cells. Click here for file

Additional file 8: Table S7 List of genes down-regulated in miR-205 mimic transduced MDA-MB-231 cells. Click here for file

Additional file 9: Table S8 List of genes down-regulated in miR-375 mimic transduced MDA-MB-231 cells. Click here for file

# Supplementary material for: A systematic evaluation of miRNA:mRNA interactions involved in the migration and invasion of breast cancer cells
**Source:** J Transl Med. 2013 Mar 5;11:57. doi: 10.1186/1479-5876-11-57
**Supplement:** Additional file 1: Table S1 — List of primers used for qRT-PCR analysis.

**Supplemental Table 1.** List of primers used for qRT-PCR analysis.

| *Name* | *Forward* | *Reverse* |
| --- | --- | --- |
| β-actin | 5’-ATTGGCAATGAGCGCTTC-3’ | 5’-TGAAGGTAGTTTCGTGGATGC-3’ |
| ZEB1 | 5’-TGTTACCAGGGAGGAGCAGT-3’ | 5’-TGCCCTTCCTTTCCTGTGT-3’ |
| CFL2 | 5’-AGTGCCACAGAGCCGAAG-3’ | 5’-TCATCATTCACTGTAACTCCAGAAG-3’ |
| Vimentin | 5’-TGAGATTGCCACCTACAGGA-3’ | 5’-GAGGGAGTGAATCCAGATTAGTTT-3’ |
| CDH11 | 5’-TTTCGGTGGAAGCACAGAC-3’ | 5’-CTTGGCCTGGATCACCAC-3’ |
| LAMC1 | 5’-GTGCTGTTGTTCCCAAGACA-3 | 5’-GCCATCATCACAGAGCTCAC-3’ |
| PRKCA | 5’-GTGCTGTTGTTCCCAAGACA-3’ | 5’-CTTGAATGGTGGCTGGATCT-3’ |
| SEC23A | 5’-AGTCAACCCTTCACAGACTCATAA-3’ | 5’-TCATCTGTAAGAATAGGTGCTCCA-3’ |
| TIMP2 | 5’-GAAGAGCCTGAACCACAGGT-3’ | 5’-CGGGGAGGAGATGTAGCAC-3’ |
| PTPRJ | 5’-CTCGGACAGTTTGCAATAGAACT-3’ | 5’-ACTCGGAAGCACCGTCAG-3’ |
| PTPRM | 5’-CAGTTTGCTACCTTCCAGTGC-3’ | 5’-AGAGGAGCATCTCGCACATC-3’ |
| LDHB | 5’-GATGGATTTTGGGGGAACAT-3’ | 5’-CTGCCACATTCACACCACTC-3’ |

# Supplementary material for: A systematic evaluation of miRNA:mRNA interactions involved in the migration and invasion of breast cancer cells
**Source:** J Transl Med. 2013 Mar 5;11:57. doi: 10.1186/1479-5876-11-57
**Supplement:** Additional file 2: Table S2 — List of primers used to amplify 3′-UTR.

**Supplemental Table 2. List of primers used to amplify 3’-UTR.**

| *Name* | *Forward* | *Rverse* |
| --- | --- | --- |
| CDH11 | 5’-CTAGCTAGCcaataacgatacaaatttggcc-3’; | 5’-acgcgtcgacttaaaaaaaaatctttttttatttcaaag-3’ |
| CFL2 | 5’-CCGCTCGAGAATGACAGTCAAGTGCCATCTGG-3’ | 5’-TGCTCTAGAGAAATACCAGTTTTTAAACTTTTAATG-3’ |
| SEC23A | 5’-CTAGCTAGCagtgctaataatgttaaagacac-3’ | 5’-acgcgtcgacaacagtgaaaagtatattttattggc-3’ |
| ZEB1 | 5’-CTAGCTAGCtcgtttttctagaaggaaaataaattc-3’ | 5’-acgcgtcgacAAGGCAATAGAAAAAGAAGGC-3’ |
| PTPRM | 5’-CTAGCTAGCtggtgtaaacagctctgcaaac-3’ | 5’-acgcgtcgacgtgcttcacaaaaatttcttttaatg-3’ |
| LDHB | 5’-CTAGCTAGCCTAGTGAGCTCTAGGCTGTAG-3’ | 5’-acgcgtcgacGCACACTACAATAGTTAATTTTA-3’ |

# Supplementary material for: A systematic evaluation of miRNA:mRNA interactions involved in the migration and invasion of breast cancer cells
**Source:** J Transl Med. 2013 Mar 5;11:57. doi: 10.1186/1479-5876-11-57
**Supplement:** Additional file 6: Figure S1 — Ingenuity Pathways Analysis of the differentially expressed genes in the miR-200c (A), miR-205 (B), and miR-375 (C) mimics transfected MDA-MB-231 cells revealed the enrichment of different functional groups respectively. Figure S2. Ingenuity Knowledge Base Analysis of the differentially expressed genes in the miR-200c (A), miR-205 (B), and miR-375 (C) mimics transfected MDAMB- 231 cells identified interesting molecular interaction networks. Figure S3. qRT-PCR analysis of CFL2 expression in miR-200c inhibitor transfected MCF7 and ZR-75-1 cell lines that express endogenous miR-200c. miR-200c inhibitor (Ambion, Austin TX) was transfected at a concentration of 50nM with Lipofectmine 2000 (Invitrogen). Total RNA was harvested at 48 hr after transfection and converted to cDNA for qRT-PCR analysis.

A

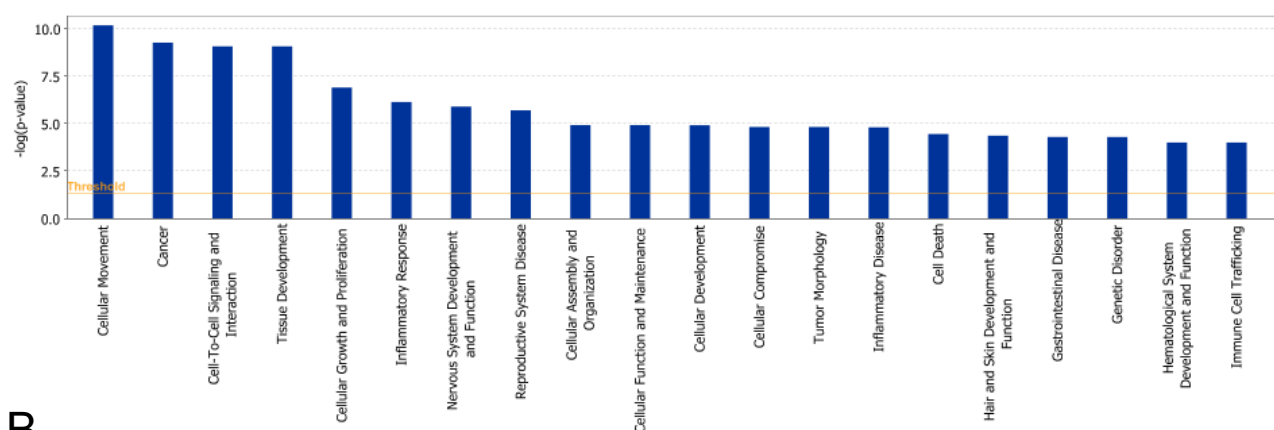

B

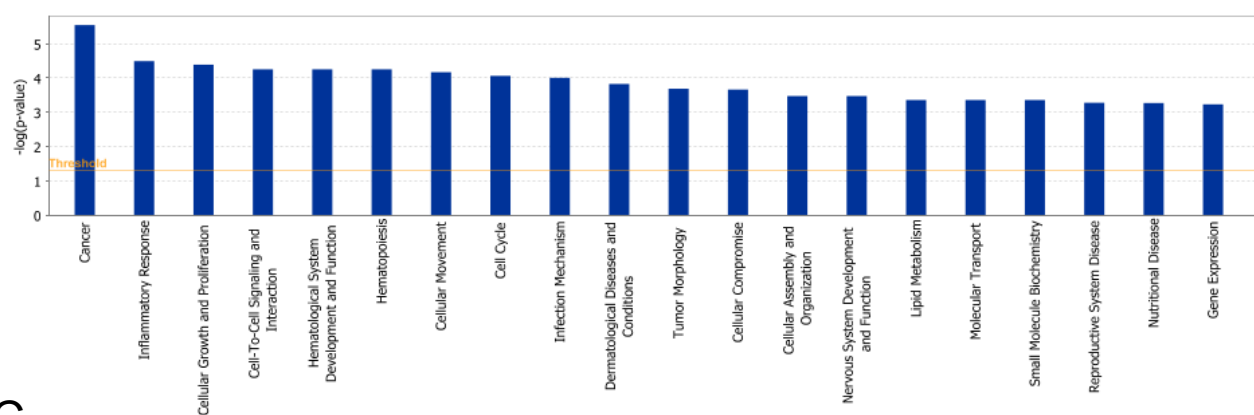

C

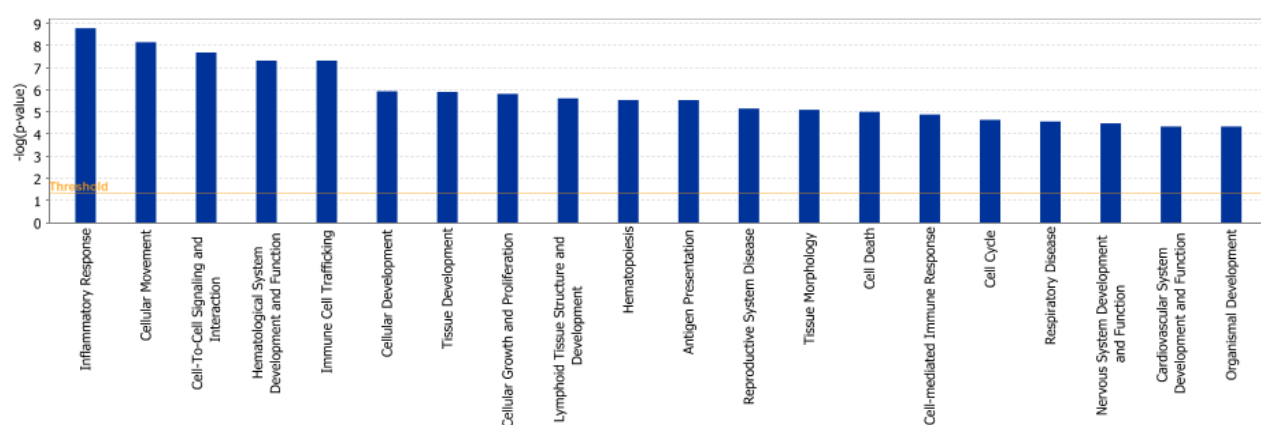

**Supplementary Figure 1.** Ingenuity Pathways Analysis of the differentially expressed genes in the miR-200c (A), miR-205 (B), and miR-375 (C) mimics transfected MDA-MB-231 cells revealed the enrichment of different functional groups respectively.

A

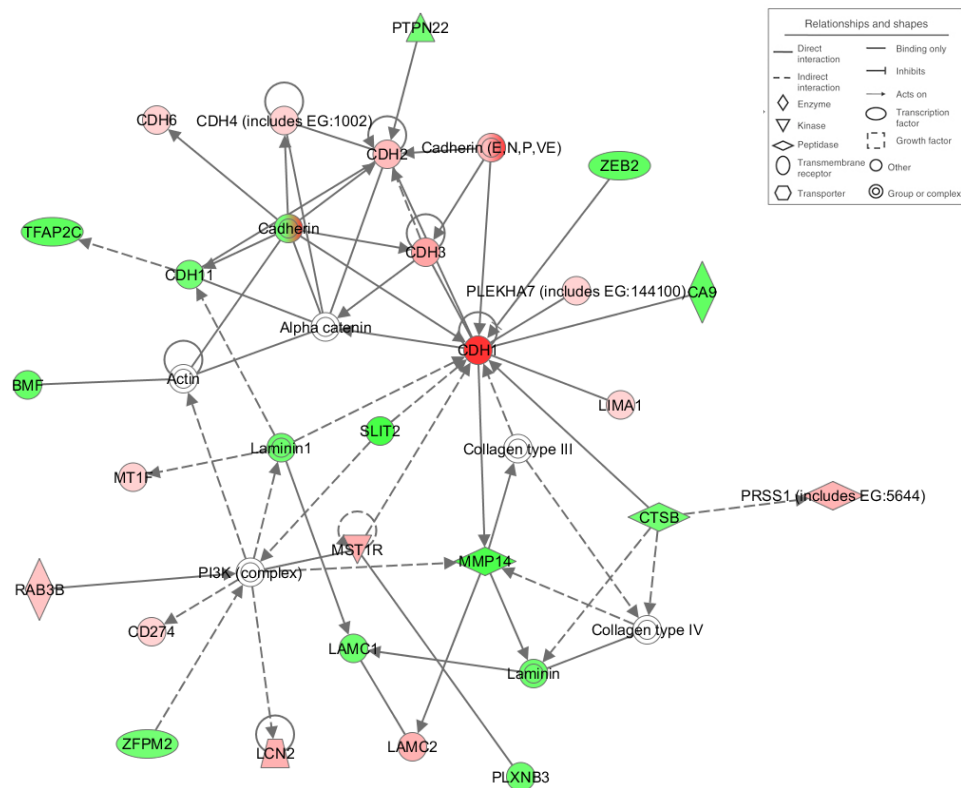

B

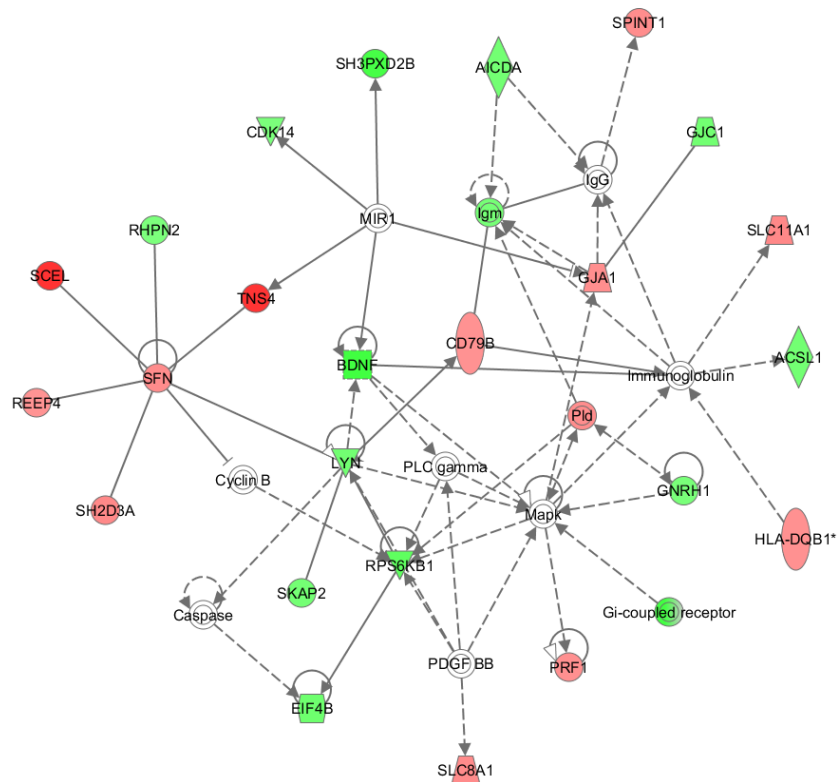

C

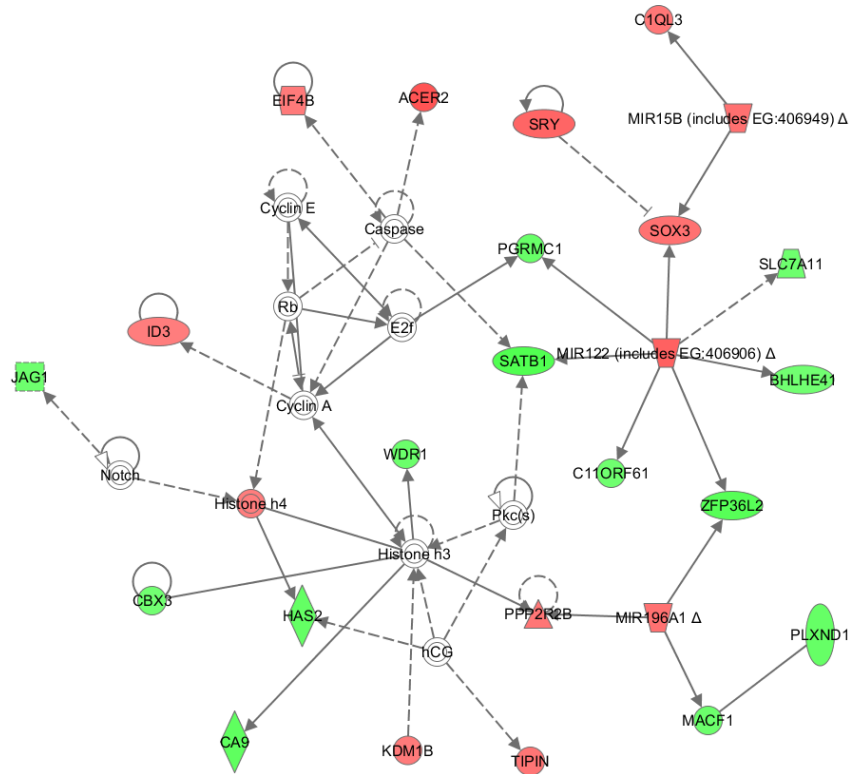

**Supplementary Figure 2.** Ingenuity Knowledge Base Analysis of the differentially expressed genes in the miR-200c (A), miR-205 (B), and miR-375 (C) mimics transfected MDA-MB-231 cells identified interesting molecular interaction networks.

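In the miR-205 network (Figure S2B), the Src family kinase LYN, its adaptor partner SKAP2 and the podosome scaffold SH3PXD2B were lower. Genes that were higher included SCEL, SFN and GJA1 (connexin 43). Of 10 measured genes drawn as lower, all lay below 0 and 3 passed 1.4-fold, SH3PXD2B (−0.80), LYN (−0.71) and SKAP2 (−0.61), with a median of −0.38 over the 10. GNRH1 (−0.43), CDK14 (−0.40), RHPN2 (−0.36), ACSL1 (−0.35), GJC1 (−0.16), EIF4B (−0.12) and RPS6KB1 (−0.12) did not pass. Of 11 drawn as higher, all lay above 0 and 6 passed, with a median of 0.52: SCEL (1.62), TNS4, SH2D3A (0.65), SPINT1, GJA1 (0.55) and SFN (0.52). SLC11A1 (0.45), REEP4 (0.38), SLC8A1 (0.23), CD79B (0.18) and PRF1 (0.13) did not. With the miR-200c mimic SCEL (2.56) and SH2D3A (1.89) were higher still, and 5 of the 11 passed. The control level of SCEL (3.62) lay below the 25th percentile of that array, so the size of its differences is limited in the same way as for CDH1. With the other mimics as reference none of the 6 higher genes passed, with SCEL at 0.28, TNS4 at 0.43, GJA1 at 0.20 and SFN at 0.0044. SH2D3A (−0.11) and SPINT1 (−0.50) turned, and SH3PXD2B was at −0.070. That reference holds the miR-200c array, where SCEL, TNS4, SFN, SH2D3A and SPINT1 were higher, so their values fall by construction.
In the miR-375 network (Figure S2C), the hyaluronan synthase HAS2 (−0.73), the chromatin organizer SATB1 (−0.69), the heterochromatin protein CBX3 (−0.54), the semaphorin receptor PLXND1 (−0.52), the Notch ligand JAG1 (−0.49) and SLC7A11 were lower, 6 of 10 measured genes drawn as lower. All 10 lay below 0 and their median was −0.50, with ZFP36L2 (−0.48), BHLHE41 (−0.31), MACF1 (−0.16) and MSANTD2 (−0.14) short of 1.4-fold. Of 8 measured genes drawn as higher, ACER2 (0.72), an alkaline ceramidase, passed. KDM1B (0.48), ID3 (0.39), TIPIN (0.34), PPP2R2B (0.31) and C1QL3 (0.01) lay above 0 and SOX3 (−0.01) and EIF4B (−0.08) below it, with a median of 0.33. PLXND1 fell short of 1.4-fold under quantile normalization (−0.48) and loess on level (−0.48), and JAG1 under median centring (−0.48) and loess on level (−0.47). With the other mimics as reference, 2 of the 6 lower genes passed, and PLXND1 (−0.091), SATB1 (−0.16), HAS2 (−0.28) and CBX3 (−0.34) did not. The study chose both networks on these arrays, so their direction is not independent evidence.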

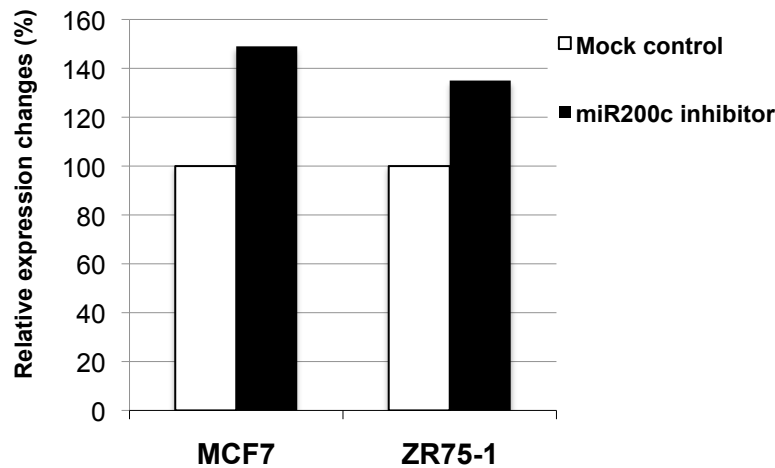

**Supplementary Figure 3.** qRT-PCR analysis of CFL2 expression in miR-200c inhibitor transfected MCF7 and ZR-75-1 cell lines that express endogenous miR-200c. miR-200c inhibitor (Ambion, Austin TX) was transfected at a concentration of 50nM with Lipofectmine 2000 (Invitrogen). Total RNA was harvested at 48 hr after transfection and converted to cDNA for qRT-PCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

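MDA-MB-231 cells, an established invasive breast cancer line, were measured on 4 Affymetrix Human Gene 1.0 ST arrays, 1 each for cells transfected with a miR-200c, miR-205 or miR-375 mimic and for control cells. The Methods describe a scrambled negative control and 50 nM of RNA. Figure 4A and 1 label of the control array name it a miRNA control (miR-Ctrl), and another label of that array calls it a mock control. The values used here are log2 signals per probe set that the authors normalized and deposited. The Methods name Partek for the array analysis, and the summary and normalization steps behind the deposited values are not given in the sources used here. No scanner signal, background or detection flag was used here, so the level below which a signal is noise is not known, and the number of arrays limits the precision.
From the 33297 probe sets, gene symbols were taken from the platform annotation. It lists 20670 of them, 19193 with 1 gene symbol and 1477 with several, and 12627 are unlisted and therefore unnamed here. Symbols were updated through the gene identifier to those of assembly GRCh38.p14, which changed 994 symbols and left 32 probe sets without a match. No gene was named from a probe set with several symbols, and genes with only such probe sets were not analysed here. The remaining probe sets gave 18162 genes, with the probe set of highest mean over the 4 arrays standing for each of the 758 genes that have several.
For each gene the log2 value of the control was subtracted from that of each mimic. A gene was called lower or higher when the difference passed 1.4-fold, the threshold of the study, which is 0.49 on the log2 scale. With 1 array per condition there is no replicate check, and no p-value was computed. Genes were named by a rule fixed before the data were examined: every gene of Table 1 and of Figures 4 and S2 in its own comparison, the 10 largest differences each way per mimic among genes at or above the median of all probe sets on at least 1 of the 2 arrays, the genes lower with all 3 mimics, and members of the gene lists past 1.4-fold. The paper's values in Table 1 and Tables S6 to S8 had been seen when the rule was written.
There were 26 gene lists. The study's own are the 3 gene groups of Table 1 and the 6 groups drawn as lower or higher in Figure S2A, Figure S2B and Figure S2C. The others were written from textbook knowledge: epithelial genes, mesenchymal genes, actin and migration, extracellular matrix and basement membrane, reported targets of each of the 3 miRNAs, cytokines and inflammation, interferon response, cell cycle, hypoxia, unfolded protein response, cholesterol synthesis, ribosomal proteins, immune cell markers, fibroblast and endothelial markers and markers of luminal breast lines. The hypoxia list was written after the gene names in Tables S6 to S8 had been read. For each list the median difference was set against 10000 random lists of the same size with members drawn from the same of 20 bins of mean level, and its percentile among them is a description of these arrays. Overlaps with the genes of Tables S4 and S5 were set against the overlap of independent lists. Because the 3 comparisons share 1 control array, overlaps and covariances were also set against 200 simulations of unchanged arrays, with the spread taken from the standard deviation or from a robust estimate of the differences among mimic arrays.
The steps were tested on simulated arrays. Of 200 genes changed among 18162 in a simulated comparison of miR-200c with the control, 67.4% were recovered for changes of 1.5-fold, 99.0% for 2-fold and 100% for 4-fold, while about 643, 636 and 637 unchanged genes passed the threshold. Of 200 simulated unchanged lists of 30 genes, 5.0% lay outside the central 95% of random lists, and of 200 lists raised by 0.2, 97.5% lay above it.
The alternatives were quantile normalization, centring each array on its median, loess of the difference on level (span 0.3), the mean of a gene's probe sets, leaving out dim genes, the mean of the other 2 mimic arrays as reference, and thresholds of 1.5-fold and 2-fold. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Target sites in 3' untranslated regions were not analysed here, since no genome sequence was used.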

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

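The test on the culture dishes was chosen only after the result was seen, and the test on hypoxia genes outside Tables S6 to S8 was set before it, apart from its allowance of 1 standard error for the random draws. Each result in this part is of a gene list or an overlap that the paper does not report for these arrays, although it names single members such as LOX, BHLHE41, TFAP2C and CDH1, and stands outside the central 95% of matched random lists or above the overlap of independent lists.
The list of interferon-stimulated genes had a high median with every mimic. Of 35 listed genes 32 were measured, and their median difference was 0.11 with miR-200c (percentile 99.9), 0.14 with miR-205 (percentile 100) and 0.15 with miR-375 (percentile 100), with 3, 4 and 9 higher past 1.4-fold, among them IFIT1 (0.91, 0.58 and 1.22), IFIT3 (0.87, 0.52 and 0.60) and, with miR-375, OASL (0.83), while OAS2 was lower with miR-200c (−0.50) and CXCL10 with miR-375 (−1.16). Of the 32 genes 14 were lowest on the control array (43.8%, beside 22.9% of all genes). The 3 medians share 1 control array, and against the mean of the other 2 mimic arrays they were −0.013 with miR-200c (percentile 43.1), 0.017 with miR-205 (percentile 31.0) and 0.099 with miR-375 (percentile 100).
The list of hypoxia genes had a low median with miR-200c and miR-375 and not with miR-205. These medians were −0.27 (percentile 0), −0.26 (percentile 0) and 0.10 (percentile 99.6). In the same order, of 30 measured genes 27, 26 and 8 lay below 0, and 8, 5 and 0 were lower past 1.4-fold. Examples are the glycolytic enzyme ALDOC (−0.94 with miR-200c and −0.58 with miR-375), NDRG1 (−0.82 and −0.63), the mitophagy receptor BNIP3 (−0.69 with miR-200c), BHLHE41 (−0.74 with miR-200c) and DDIT4 (−0.59 with miR-375). Of the 8 and 5 lower genes, 7 and 0 passed against the mean of the other 2 mimic arrays. Against the miR-205 array the median was −0.35 with miR-200c (30 of 30 genes below 0) and −0.40 with miR-375 (29 of 30). The list was already high with miR-205, so that reference enlarges the differences by construction and is not a separate check. With miR-200c against the miR-375 array the median was −0.06 (percentile 3.4, 20 of 30 genes below 0). Because the list was written after Tables S6 to S8 had been read, the 17 members that these tables do not name were taken alone. Their median was −0.14 with miR-375 (percentile 0.52) and −0.11 with miR-200c (percentile 2.2). The only other settings run were quantile normalization, median centring, loess on level and the mean of probe sets. Under them the percentile was at most 1.29 with miR-375 and 1.98 to 2.42 with miR-200c. These percentiles lie below the limit of 2.5, which argues against the choice of members as the whole cause. With miR-200c this depends on the allowance for the random draws, since at 2.42, under median centring, 1 standard error (0.154) passes the limit. A difference in oxygen or density between the dishes cannot be told apart from an effect of the mimics with 1 array per condition, and an effect of the mimics stays open as well.
The unfolded protein response list of 24 genes had a median of −0.095 with miR-205 (percentile 0.04) and −0.14 with miR-375 (percentile 0.21). The cholesterol synthesis list (17 measured) had a median of −0.12 with miR-205 (percentile 0.07), with INSIG1 lower (−0.69). The immune cell marker list (14 measured) had a median of 0.15 with miR-375 (percentile 98.5), with MS4A1 higher (0.52, and short of 1.4-fold at 0.47 under quantile normalization and loess on level), and it lay inside the central 95% under quantile normalization (0.11, percentile 97.0), loess on level (0.11, percentile 96.5) and with the other mimics as reference (0.023, percentile 59.4), and turned to −0.11 without dim genes. The list of markers of luminal breast lines had a median of 0.11 with miR-200c (percentile 98.9), with TFAP2C lower and AGR2 higher. With the other mimics as reference it lay inside the central 95% (0.042, percentile 84.8). Of the 994 measured genes that Table S5 lists as down-regulated in invasive lines, 102 were among the 367 genes higher with miR-200c, where independent lists would share 20.1, and they include EPCAM, CDH1, TNS4 and MPZL2. A total of 20 genes were higher past 1.4-fold with all 3 mimics, where independent lists would share 0.0525 and simulated unchanged arrays against 1 shared control a mean of 17.1, or 1.68 with a robust spread, and among them are MPZL2 (2.63, 1.09 and 0.86), TSPAN1, NDUFB5, SNORA23, IFIT1 and IFIT3. This number was 11 without genes dim in a comparison, 11 at 1.5-fold and 0 at 2-fold. The first of these leaves out MPZL2, whose log2 level was 4.90 in the control and 5.76 with miR-375.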

How the results depend on the processing

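No alternative was chosen after the data were examined. No paired analysis was possible because each condition has 1 array, and no result has a test, so a gene or list counts as past its threshold by 1.4-fold or by the central 95% of random lists. The use of seed sites in 3' untranslated regions, with its alternatives of 8-base sites alone and matching on the length of the region, was not run, since no genome sequence was used. Signal over background is not known, which limits what can be said of dim genes. Of 116 recomputed counts 83 stayed within 1.5 times the value in the text and 33 did not. Of 468 recomputed list medians 426 kept their side of the central 95%, among them 24 inside it that changed sign, 13 that lay outside it turned direction, 9 came to lie inside it, and of those inside it 12 came to lie outside with the same sign and 8 with the other sign. Of 1720 recomputed gene differences 1558 kept their side of 1.4-fold, among them 10 short of it that changed sign, 39 past it turned direction, 9 came past 1.4-fold and 114 fell short of it.
Median centring moved no count by over 1.5 times and no list median across the limits of the central 95%, and inside them the medians of ribosomal proteins with miR-205 (−0.018) and of Figure S2A genes drawn as higher with miR-375 (0.0041) changed sign. Under quantile normalization the actin and migration median with miR-205 was −0.064, now outside the central 95%, and the immune cell marker median with miR-375 was 0.11, inside it, as it was under loess on level (0.11). With the mean of probe sets the luminal marker median with miR-375 was −0.18, now outside. The cause was not tested for these 4 medians.
Leaving out dim genes lowered counts by construction, since fewer genes are counted: with miR-205 60 genes were lower and 77 higher, with miR-375 100 were higher, and 10 were lower with all 3 mimics. Without dim genes the medians with miR-205 were 0.30 for Figure S2A genes drawn as higher, −0.068 for mesenchymal genes and 0.14 for luminal markers, and the immune cell markers were at −0.39 with miR-200c and −0.11 with miR-375, where fewer members remain.
At 1.5-fold, 166 genes were lower and 234 higher with miR-200c, 53 and 80 with miR-205, 125 and 131 with miR-375, and 10 were lower with all 3, while the genes of Table S4 among the lower genes numbered 45, 9 and 24. At 2-fold, the lower and higher genes numbered 14 and 58, 7 and 13, and 13 and 7, with 0 lower in all 3, the genes of Table S4 numbered 4, 3 and 3, and 2 genes of Table 1 were lower with miR-200c and 2 with miR-375. A stricter threshold counts fewer genes by construction.
With the mean of the other 2 mimic arrays as reference, what the mimics share is removed by construction, so a gene or list that moved the same way with another mimic moves toward 0 or turns. Of Table 1, 14 genes for miR-200c and 3 for miR-375 were lower, 160 genes were higher with miR-375, and 24 genes of Table S4 were lower with miR-375. With miR-205 the medians were 0.35 for the miR-200c genes of Table 1, 0.14 for the miR-205 gene of Table 1, 0.35 for the miR-375 genes of Table 1, 0.21 for Figure S2A genes drawn as lower, −0.28 for Figure S2A genes drawn as higher, 0.21 for Figure S2C genes drawn as lower, −0.22 for Figure S2C genes drawn as higher, −0.091 for epithelial genes, 0.10 for mesenchymal genes, 0.20 for extracellular matrix, 0.21 for reported miR-200c targets, 0.19 for reported miR-375 targets and 0.017 for interferon response. With miR-375 the medians were 0.11 for the miR-200c genes of Table 1, −0.33 for the miR-205 gene of Table 1, 0.20 for Figure S2A genes drawn as lower, −0.58 for Figure S2A genes drawn as higher, 0.18 for Figure S2B genes drawn as lower, −0.14 for Figure S2B genes drawn as higher, −0.33 for epithelial genes, 0.12 for reported miR-205 targets, 0.023 for immune cell markers and −0.19 for luminal markers. With miR-200c the medians were 0.29 for the miR-375 genes of Table 1, 0.14 for Figure S2B genes drawn as lower, 0.021 for Figure S2B genes drawn as higher, 0.0069 for Figure S2C genes drawn as lower, −0.062 for actin and migration, −0.068 for reported miR-205 targets, −0.013 for interferon response, 0.13 for unfolded protein response, 0.18 for cholesterol synthesis and 0.042 for luminal markers.
The 39 gene differences past 1.4-fold that turned direction did so with this reference. Of the 10 short of it that changed sign, 7 did so with this reference, and the others were SOX3 with miR-375 under quantile normalization (0.018) and loess on level (0.028) and EIF4B with miR-375 with the mean of probe sets (0.10). Of the 39, with miR-375 these were ALDOC (0.015), IFIT3 (−0.094), IL6 (0.26), KLRC4-KLRK1 (0.48), LOX (0.35), LRIG1 (0.025), MIR100 (0.25), MMP14 (0.0051), NNMT (0.020), NQO1 (0.18), PCDHB17P (0.16), PECAM1 (0.051), SERPINE2 (0.017), SH3PXD2B (0.20), TENT5C (0.059) and TFAP2C (0.059). With miR-205 these were CA5A (0.19), CEMIP (0.010), CMKLR1 (0.28), EPCAM (−1.17), IFIT1 (−0.49), IFIT3 (−0.21), IGLON5 (0.36), KLRC4-KLRK1 (0.21), LRIG1 (0.13), MIR100 (0.29), MIR29B1 (0.043), NQO1 (0.24), RPSA2 (0.029), SERPINE2 (0.0058), SH2D3A (−0.11), SLC14A1 (1.14), SPINT1 (−0.50), TFAP2C (0.074) and TSPAN1 (−0.27). With miR-200c these were FAM171A2 (0.044), MIR29B1 (0.057), NNMT (0.070) and RPSA2 (0.45).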

Differences from the paper's values

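For the counts in this part no replicate error exists, and a count is given here when the larger value is more than 1.5 times the smaller. Genes with no probe set of their own were not analysed here.
The paper reports 512 genes lower past 1.4-fold with miR-200c, and 326 were found here. For miR-205 the paper reports 287 and 120 were found, and for miR-375 the paper reports 432 and 266 were found. The paper reports 28 genes lower with all 3 mimics, and 16 were found. The counts differ also under each alternative set before the data were examined, where the highest were 334 for miR-200c (quantile normalization), 162 for miR-205 and 275 for miR-375 (both with the other mimics as reference) and 17 for all 3 mimics (quantile normalization or median centring). These counts are of genes with a probe set that names 1 gene. Over all 33297 probe sets, which include those that name several genes or none, 917, 640 and 993 were lower past 1.4-fold with miR-200c, miR-205 and miR-375, each above the paper's count. Of the paper's 28 genes 22 were measured, of which 8 were lower with all 3 mimics here, 6 with 2 of them, and 20 lay below 0 with all 3.
Of the 3 genes the paper gives for miR-205 in Table 1, 0 were lower past 1.4-fold here, with 1 of them measured (PTPRM), and no alternative brought it past the threshold in that direction. In Fig. 4B the paper's overlap of genes lower with miR-205 and genes up-regulated in invasive lines is about 41, read by eye, and 17 were found here, with at most 23 under the alternatives (quantile normalization or median centring).
For the folds of Table 1 the error used is the spread of differences among the mimic arrays. This error also holds real effects of the mimics and is therefore generous. ZEB2 (−1.65 in the paper, −1.445 here) and FOXF2 (−1.42 and −1.255) lay within it. It does not measure a difference in processing of the same arrays, so a fold within it is not thereby shown to be the same. Of 26 folds for miR-200c, 1 for miR-205 and 6 for miR-375, 1 differed by more than it: the paper's fold for AP1S2 with miR-200c is −1.56, and −1.83 was found. With the other mimics as reference the fold of AP1S2 was −1.67, within the error of the paper's, and it differed under quantile normalization, median centring, loess on level and the mean of probe sets. With the mean of probe sets ZEB2 also differed, at −1.28 beside the paper's −1.65. With the other mimics as reference 9 folds for miR-200c, 1 for miR-205 and 5 for miR-375 differed that did not against the control, among them LOX (−2.38 beside the paper's −3.76), CFL2 (−1.42 beside −1.71), PTPRM (1.11 beside −1.43) and SLC7A11 (−2.28 beside −1.47).
Table 1 lists ANKH, SPRED1 and FOXF2 for miR-200c and DIP2C for miR-375, with folds past 1.4 in Tables S6 and S8, and none of them passed here or under any alternative, while 23 of 26 and 5 of 6 did. Among the genes of Figure S2 drawn as changed, CD274 passed under quantile normalization (0.49) and median centring (0.49). KDM1B passed under these (0.51 and 0.49) and loess on level (0.51). With the other mimics as reference PLEKHA7 (0.69), ID3 (0.51), GJC1 (−0.62) and RHPN2 (−0.96) passed. GJC1 and RHPN2 were higher with miR-200c (0.95 and 1.08), whose array is in that reference. Against the control they were −0.16 and −0.36 with miR-205, so their passing does not recover the drawn change. SOX3 and EIF4B are drawn as higher with miR-375 and lay at −0.01 and −0.08, with SOX3 at 0.02 under quantile normalization and 0.03 under loess on level, and EIF4B at 0.10 with the mean of probe sets and 0.09 with the other mimics as reference. The heatmap of Figure 4A sets the control apart from the mimics, while here the control array joined that of miR-205 first.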

Other observations

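The tests on the column of another mimic and on dim genes were chosen only after the result was seen, and the test of quantile differences or a trend with level was set before it. Of 24 genes of the unfolded protein response list, 4 were higher past 1.4-fold with miR-200c, ASNS (0.92), CHAC1 (0.83), HERPUD1 and HSPA5 (0.51), and none was lower, while 11 lay below 0 and the list's median was 0.014 (percentile 70.6). With miR-375, 1 gene of this list was lower (DDIT4). The endothelin gene EDN1, the stress cytokine GDF15 and the enzyme CTH, named here after their values were seen, ran in opposite directions: EDN1 was higher with miR-200c (1.00) and lower with miR-375 (−0.78), GDF15 0.53 and −0.60, and CTH 0.91 and −0.52. The phosphatase PTPN22 ran the other way, lower with miR-200c and higher with miR-205 (0.63) and miR-375, as 1 of 4 genes lower with miR-200c and higher with miR-205 (independent lists would share 3.12) and 1 of 2 lower with miR-200c and higher with miR-375 (4.86). Lower with miR-375 and higher with miR-205 were 6 genes (2.55). Of these MAL2, PRSS1, PRSS3P2, TNFSF18 and TNS4 are also among the 13 lower with miR-375 and higher with miR-200c.
None of 25 measured ribosomal protein genes passed 1.4-fold with any mimic, and the medians were 0.03 with miR-200c (percentile 87.7), 0.01 with miR-205 (percentile 46.7, and −0.021 under quantile normalization, −0.018 under median centring and −0.0043 under loess on level) and 0.04 with miR-375 (percentile 92.2). Among 12 markers of fibroblasts and endothelium, PECAM1 was lower with miR-200c (−0.90) and miR-375 (−0.64), and the medians were −0.04 (percentile 22.6), −0.0011 with miR-205 (percentile 36.9) and −0.01 with miR-375 (percentile 40.3, and 0.014 under loess on level). The immune cell markers had medians of 0.08 with miR-200c (percentile 93.1) and 0.08 with miR-205 (percentile 86.3), and cholesterol synthesis 0.08 with miR-200c (percentile 93.3) and −0.09 with miR-375 (percentile 11.2). The luminal markers had medians of 0.09 with miR-205 (percentile 95.6) and −0.12 with miR-375 (percentile 3.07), and TFAP2C was lower with both (−0.56 and −0.57). Of the genes of Table S5, 17 were among those higher with miR-205 and 19 among those higher with miR-375, where independent lists would share 9.52 and 14.8. Among the lower genes 11 were of Table S5 with miR-200c, 11 with miR-205 and 16 with miR-375, where independent lists would share 17.8, 6.57 and 14.6. The medians of the Table S5 genes were 0.04 with miR-200c (percentile 100), 0.03 with miR-205 (percentile 99.2) and −0.02 with miR-375 (percentile 20.3).
Fewer of the paper's genes for miR-205 than for the other mimics passed 1.4-fold in the deposited values. Of the genes measured here, 246 of 454 in Table S6 passed with miR-200c, 67 of 256 in Table S7 with miR-205 and 184 of 381 in Table S8 with miR-375, although 436, 240 and 368 of them lay below 0, and the correlations across genes with the paper's log2 folds were 0.56, 0.21 and 0.52 (genes are not independent replicates). An exchange of the miR-205 column with that of another mimic would put more Table S7 genes past the threshold in that column, and at most 41 passed there. Quantile normalization or loess on level brought the count to at most 76, and median centring to 78, which argues against quantile differences between the arrays or a trend with level as the whole cause, and for dim genes the share that passed was 4.85 percentage points lower than for the others (23.4% of 111 against 28.3% of 145). The cause stays open, and no biological explanation was tested.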
